# Genome of the Asian longhorned beetle (*Anoplophora glabripennis*), a globally significant invasive species, reveals key functional and evolutionary innovations at the beetle–plant interface

**DOI:** 10.1186/s13059-016-1088-8

**Published:** 2016-11-11

**Authors:** Duane D. McKenna, Erin D. Scully, Yannick Pauchet, Kelli Hoover, Roy Kirsch, Scott M. Geib, Robert F. Mitchell, Robert M. Waterhouse, Seung-Joon Ahn, Deanna Arsala, Joshua B. Benoit, Heath Blackmon, Tiffany Bledsoe, Julia H. Bowsher, André Busch, Bernarda Calla, Hsu Chao, Anna K. Childers, Christopher Childers, Dave J. Clarke, Lorna Cohen, Jeffery P. Demuth, Huyen Dinh, HarshaVardhan Doddapaneni, Amanda Dolan, Jian J. Duan, Shannon Dugan, Markus Friedrich, Karl M. Glastad, Michael A. D. Goodisman, Stephanie Haddad, Yi Han, Daniel S. T. Hughes, Panagiotis Ioannidis, J. Spencer Johnston, Jeffery W. Jones, Leslie A. Kuhn, David R. Lance, Chien-Yueh Lee, Sandra L. Lee, Han Lin, Jeremy A. Lynch, Armin P. Moczek, Shwetha C. Murali, Donna M. Muzny, David R. Nelson, Subba R. Palli, Kristen A. Panfilio, Dan Pers, Monica F. Poelchau, Honghu Quan, Jiaxin Qu, Ann M. Ray, Joseph P. Rinehart, Hugh M. Robertson, Richard Roehrdanz, Andrew J. Rosendale, Seunggwan Shin, Christian Silva, Alex S. Torson, Iris M. Vargas Jentzsch, John H. Werren, Kim C. Worley, George Yocum, Evgeny M. Zdobnov, Richard A. Gibbs, Stephen Richards

**Keywords:** Chemoperception, Detoxification, Glycoside hydrolase, Horizontal gene transfer, Phytophagy, Xylophagy

## Abstract

**Background:**

Relatively little is known about the genomic basis and evolution of wood-feeding in beetles. We undertook genome sequencing and annotation, gene expression assays, studies of plant cell wall degrading enzymes, and other functional and comparative studies of the Asian longhorned beetle, *Anoplophora glabripennis*, a globally significant invasive species capable of inflicting severe feeding damage on many important tree species. Complementary studies of genes encoding enzymes involved in digestion of woody plant tissues or detoxification of plant allelochemicals were undertaken with the genomes of 14 additional insects, including the newly sequenced emerald ash borer and bull-headed dung beetle.

**Results:**

The Asian longhorned beetle genome encodes a uniquely diverse arsenal of enzymes that can degrade the main polysaccharide networks in plant cell walls, detoxify plant allelochemicals, and otherwise facilitate feeding on woody plants. It has the metabolic plasticity needed to feed on diverse plant species, contributing to its highly invasive nature. Large expansions of chemosensory genes involved in the reception of pheromones and plant kairomones are consistent with the complexity of chemical cues it uses to find host plants and mates.

**Conclusions:**

Amplification and functional divergence of genes associated with specialized feeding on plants, including genes originally obtained via horizontal gene transfer from fungi and bacteria, contributed to the addition, expansion, and enhancement of the metabolic repertoire of the Asian longhorned beetle, certain other phytophagous beetles, and to a lesser degree, other phytophagous insects. Our results thus begin to establish a genomic basis for the evolutionary success of beetles on plants.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13059-016-1088-8) contains supplementary material, which is available to authorized users.

## Background

Beetles (order Coleoptera; >400,000 described extant species) account for more than 20 % of metazoans. The causes of this apparent “inordinate fondness” [1] are widely debated, but the evolution of specialized trophic interactions with plants—such as wood-feeding (xylophagy)—is assumed to have played an important role [2, 3]. The beetle family Cerambycidae Latreille (>35,000 species; longhorned beetles) is the most diverse radiation of wood-feeding animals on Earth. Most species complete their entire development while feeding exclusively on the tissues of woody plants. Recent work has established the Asian longhorned beetle (*Anoplophora glabripennis*) as a model for studies of the digestive physiology of wood-feeding beetles (see references cited herein). *A. glabripennis* is a globally significant invasive species, capable of inflicting severe damage on many economically important orchard, ornamental, and forest trees (>100 species) [4]. Its potential economic impact in the United States alone, if uncontrolled, has been conservatively estimated at $889 billion (adjusted for inflation, May 2016) [5]. Early stage *A. glabripennis* larvae are specialized wood-borers, feeding in galleries under bark in the subcortical tissue and phloem of both healthy and susceptible living trees (Fig. 1). Larger, later stage larvae tunnel deep into the heartwood, where they continue feeding and complete development. Adults are comparatively short-lived external feeders, consuming small amounts of tissue from host tree leaves and twigs [4].

**Fig. 1:**
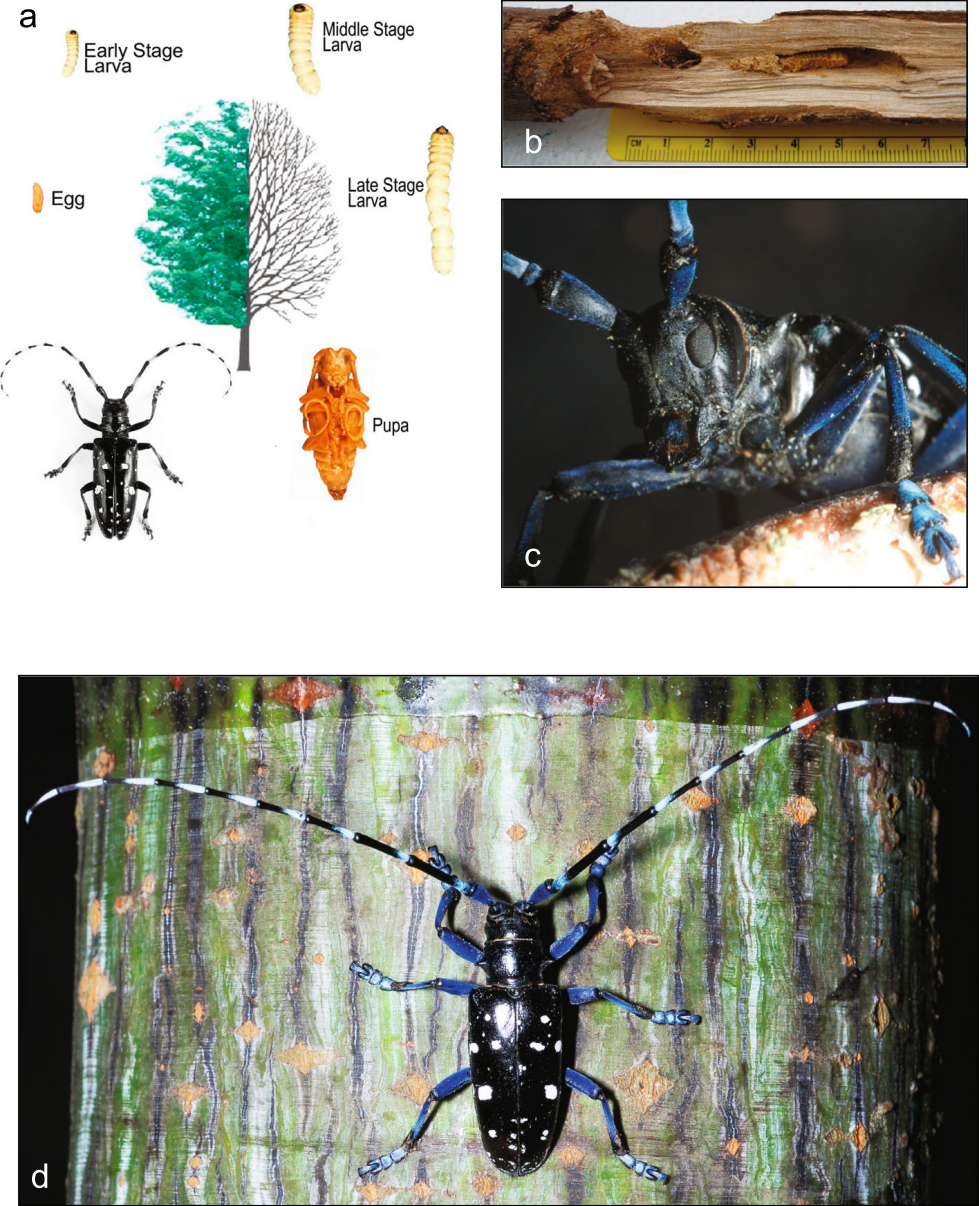
*A. glabripennis*, the Asian longhorned beetle, is a high profile invasive pest species capable of inflicting severe damage on its hosts, which include many important orchard, ornamental, and forest tree species. **a** Life cycle (adapted from Michael Bohne, used with permission; image of adult female courtesy of Barbara Strnadova, used with permission). **b** Wood dissected to expose feeding *A. glabripennis* larva (image courtesy of Kelli Hoover, used with permission). **c**, **d** Adult *A. glabripennis* (images courtesy of David Lance, used with permission). Early stage larvae are specialized wood-borers, feeding in galleries under the bark of host trees (in the subcortical tissue and phloem). Larger, later stage larvae tunnel deep into the heartwood (mature xylem) of their hosts, where they continue feeding and complete development [4]. Adults are comparatively short-lived external feeders, consuming small amounts of tissue from host leaves and twigs. *A. glabripennis* is broadly polyphagous on woody angiosperms. It is native to eastern Asia but has recently become established in several countries in North America, Europe, and beyond via solid wood packing material. *A. glabripennis* is a globally significant pest whose economic impact in the US alone, if uncontrolled, has been conservatively estimated at $889 billion (adjusted for inflation, May 2016) [5]. It is capable of attacking both healthy and susceptible trees [77] and is broadly polyphagous, feeding on at least 100 species of woody angiosperms worldwide [4, 78, 79]

Nitrogen, free amino acids, and protein are typically scarce in wood and access to sugars, minerals, and other key nutrients is severely impeded by lignified plant cell walls. Furthermore, woody plant tissues contain a diversity of allelochemicals that must be detoxified or sequestered when eaten [6]. Successful feeding on woody plants therefore requires specialized metabolic adaptations. The genomes of *A. glabripennis* and certain other phytophagous beetles are known to contain genes encoding plant cell wall degrading enzymes (PCWDEs) [7–9]. PCWDEs degrade cellulose, hemicellulose, or pectin (the main polysaccharide networks in plant cell walls), liberating sugars, minerals, and other nutrients from woody plant tissues. Some cerambycid PCWDEs were originally obtained via horizontal gene transfer (HGT) from fungi or bacteria, and have subsequently diversified to form multi-gene families [10]. This is in contrast to other wood feeding insects, e.g., termites and some ants and cockroaches, which have broadly similar metabolic capabilities conveyed by symbionts whose genomes contain many of the same families of genes [11]. Additionally, lignin is degraded during passage through the *A. glabripennis* gut [12], suggesting a role for enzymes secreted into the gut by the beetle, its gut microbiota, or both parties. In vitro, PCWDEs and lignin-degrading enzymes encoded by the genomes of insects and their symbionts may be important in a wide range of biotechnological processes, including the production of biofuels and food [7, 8].

We investigated the genomic basis of specialized phytophagy on woody plants by *A. glabripennis* through genome and transcriptome sequencing and annotation, comparative genomic analyses, gene expression assays, and functional genomic studies. Complementary comparative analyses involving the *A. glabripennis* genome and 14 additional insect genomes, including two additional beetles whose genomes are studied here for the first time—the emerald ash borer (*Agrilus planipennis*, family Buprestidae) and the bull-headed dung beetle (*Onthophagus taurus*, family Scarabaeidae)—were undertaken to reconstruct broader patterns in the evolution of insect (especially beetle) genes encoding enzymes involved in the digestion of woody plant tissues or detoxification of plant allelochemicals.

## Results and discussion

### General genome features

We generated and assembled 134× sequence coverage of the *A. glabripennis* genome from a single female *A. glabripennis* larva, creating a draft genome reference assembly of 710 Mb with contig and scaffold N50s of 16.5 kb and 659 kb, respectively (Additional file 1: Table S3). While the *A. glabripennis* genome (female 981.42 ± 3.52 Mb, male 970.64 ± 3.69 Mb) is much larger than the four existing published beetle genomes (ranging from 163–208 Mb) [13–16], it is average-sized for the order Coleoptera (mean = 974 Mb) [17]. As in other draft genome assemblies, repetitive heterochromatin sequences could not be assembled, accounting for the differences between assembled sequence and genome sizes. The proportion of un-assembled genome in *A. glabripennis* is similar to that seen in other insect genome assemblies. Using a customized MAKER pipeline [18], 22,035 gene models were annotated. Manual curation involved 1144 gene models (Additional file 1: Table S4; Additional file 2: Table S6). The automated annotations and manual curations were merged into a non-redundant official gene set (OGS v1.2) with 22,253 protein-coding gene models and 66 pseudogenes (Additional file 2: Table S6), in contrast to the 13,526–19,222 gene models reported for existing published beetle genomes. The completeness of the *A. glabripennis* genome assembly and OGS were assessed using benchmarking sets of universal single-copy orthologs (BUSCOs) [19] and compared with 14 other insect genomes (Fig. 2). The *A. glabripennis* gene set had slightly fewer missing BUSCOs (~3.3 %) than most of the other genomes studied. Comparing BUSCO results from the *A. glabripennis* OGS to those obtained from searching the entire genome sequence, the number of missing genes was reduced, indicating that some genes were missed during the automated annotation process. Nonetheless, except for unassembled heterochromatin and other repetitive regions, the *A. glabripennis* genome is well represented and of high quality.

**Fig. 2:**
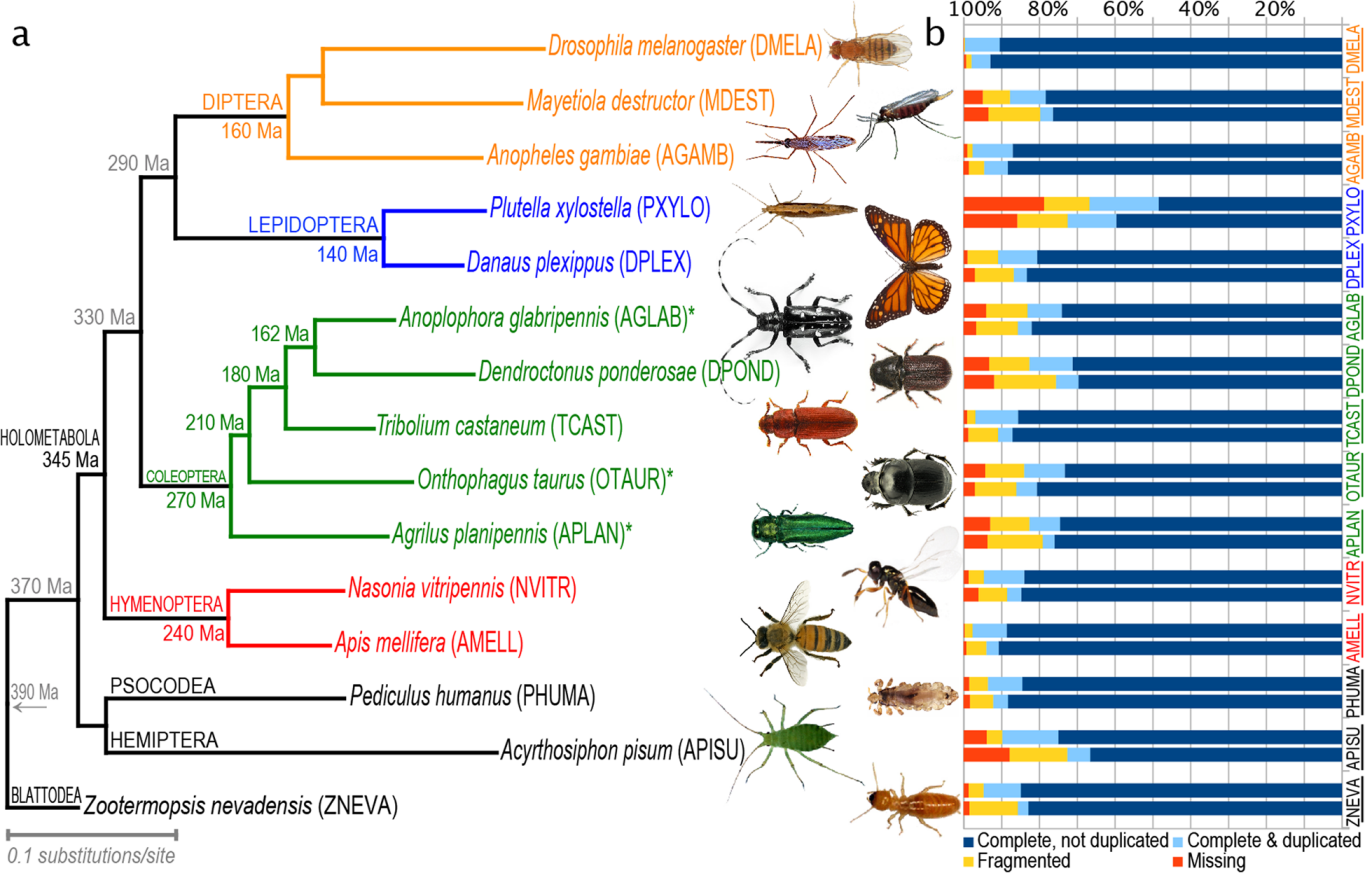
Phylogenetic relationships and estimates of completeness among the 15 insect genomes studied. **a** Maximum likelihood (ML) phylogenetic tree based on amino acid sequences from 523 orthologs. All nodes have 100 % ML bootstrap support. The tree was rooted with *Zootermopsis nevadensis. Asterisks* indicate genomes that were sequenced via i5k and are analyzed herein for the first time. Estimated divergence times are shown along branches subtending the crown group nodes they refer to and were obtained from [3] for Coleoptera and [80] for all others. **b** The completeness of both genome assemblies and official gene sets (OGSs) of each of the insects was assessed using 2675 arthropod benchmarking universal single-copy orthologs (BUSCOs). For each species, the *bottom bar* in the histogram shows the OGS-based results, whereas the *top bar* shows the genome-based results. Images courtesy of: Nicolas Gompel (*DMELA*), Scott Bauer/USDA-ARS (*MDEST*), Chris Lewis (*PXYLO*), Didier Decouens (*DPLEX*), Barbara Strnadova (*AGLAB*), Klaus Bolte (*DPOND*), Kohichiro Yoshida (*TCAST*), Rafal Celadyn (*OTAUR*), PA Dept. of CNR (*APLAN*), Elizabeth Cash (*NVITR*), Gary McClellan (*AMELL*), John and Kendra Abbott/Abbott Nature Photography (*PHUMA*), Sandy Rae (*APISU*), Don Loarie (*ZNEVA*)

OrthoDB orthology delineation [20] revealed that *A. glabripennis* has a conserved core of 5029 genes classified in orthologous groups (OGs) with orthologs from the 14 other insect genomes studied (Fig. 3). *A. glabripennis* has a high number of widespread orthologs (6880 total) in OGs that are not universal but nevertheless have representatives from each of the three sets of species studied (see “Methods”; Additional file 1: Section I.6). About half (3346) of these genes are maintained as single-copy orthologs, while the remainder (3534) appear to have duplicated. Such duplications are more frequent in *A. glabripennis* than in most of the other species but are not as extreme as in *Acyrthosiphon pisum* (pea aphid, family Aphididae; 8779). Examining OGs with orthologs from only two of the three species sets showed that the Coleoptera have maintained more ancient orthologs than the Diptera and Lepidoptera. Of the five Coleoptera genomes studied, *A. glabripennis* has the most Coleoptera-specific genes (5229), suggestive of a high degree of adaptive novelty. Of these, 1210 have identifiable orthologs in the other beetles and 2789 show no clear orthology but do have homologs in other arthropods, i.e., they are likely divergent gene copies, consistent with the large numbers of paralogs in the *A. glabripennis* genome. This leaves a small set of 1003 unique *A. glabripennis* genes with no homology to the other arthropod genes. A phylogenomic analysis of orthologs (Fig. 2) places *A. glabripennis* sister to *Dendroctonus ponderosae* (mountain pine beetle, family Curculionidae), as expected [21, 22].

**Fig. 3:**
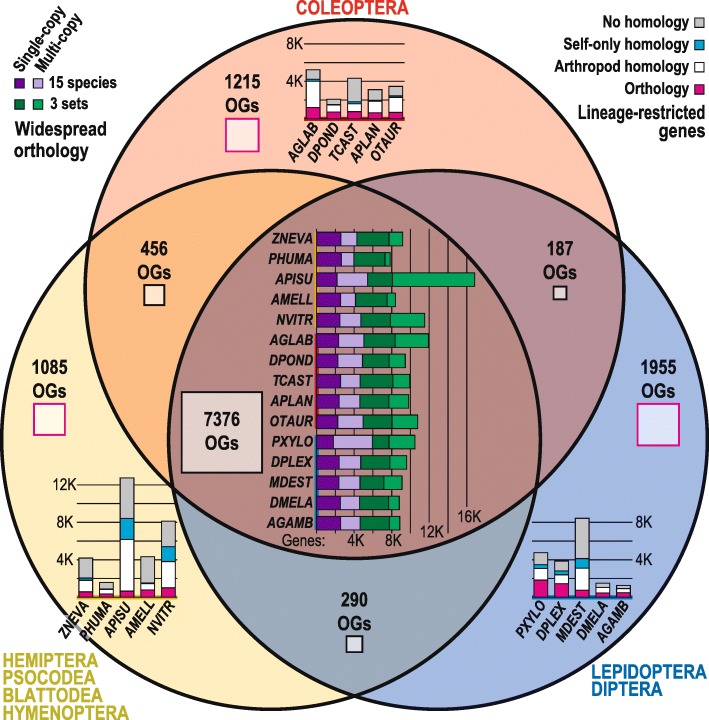
Orthology and homology assignments of *A. glabripennis* genes with those of 14 other insect species. A conserved core of about 5000 orthologs per species (5029 *A. glabripennis* genes) is maintained in orthologous groups with gene members from all 15 species, about half with a single gene (*dark purple*) and half with multiple copies (*light purple*). A variable fraction of genes is less well maintained but still widespread (*green*) with orthologs in at least two species from each of the three sets of insect species. Lineage-restricted genes include those with orthologs only within each set (*pink*), with recognizable homology to other arthropod genes (*white*) or their own genes (*cyan*), or without any significant homology (*gray*). The numbers of orthologous groups (*OGs*) are shown with *area-proportional boxes* for the set intersections and the lineage-restricted orthologs. See “Methods” for orthology classification details

Following insertion into eukaryotic genomes, bacterial HGTs will either degrade through mutational degradation or, occasionally, evolve into functional genes [23]. In addition to glycoside hydrolase (GH) family genes (discussed in section titled Plant cell wall degradation), eight HGT candidates were found from bacteria to *A. glabripennis* using a DNA-based HGT pipeline [23] and junctions between the insertion and flanking sequences were confirmed in multiple libraries (Additional file 1: Table S7). The DNA based pipeline is effective at finding HGTs with DNA sequence similarity to their bacterial source even if they are not transcriptionally active [23–25]. Four candidates were from bacteria most closely related to *Wolbachia*, and two show high (95 %) sequence similarity to *Wolbachia*, suggesting relatively recent insertion. The other two show lower similarity (70–71 %) and contain indels and are, therefore, more likely to represent older insertions undergoing degradation. Other represented potential sources include, *Calothrix*, *Clostridium*, and *Rickettsia*. None of these HGT candidates showed significant expression in RNA-seq reads for adult males, females, or larvae, although this does not rule out expression in other stages or tissue-specific expression of these candidates below detection in whole organism RNA-seq. Recent insertions have similarly been detected in other arthropod genomes using the DNA-based pipeline [24, 25]. In contrast, the GH HGTs are more ancient insertions that have evolved into functional genes [26–30] (see results from in vitro functional characterization, discussed in section titled Plant cell wall degradation). No microbial scaffolds were found in the *A. glabripennis* assembly, likely because the tissues used for sequencing (Additional file 1) are not known to be associated with microbes.

*A. glabripennis* harbors similar numbers and kinds of genes involved in growth, development, and reproduction as *Tribolium castaneum* (and other insects; Additional file 1: Section VI). Some of these gene clusters (e.g., homeodomain transcription factors) correlate in scale with its genome size (~5× larger than *T. castaneum*) but also show *A. glabripennis*-specific paralogous expansion and gene dispersal. Key components of the genetic mechanisms underlying diapause in other insects were also found in the *A. glabripennis* genome. In contrast, *A. glabripennis* appears to possess an incomplete methylation machinery, including the maintenance methyltransferase DNMT1, but lacking the de novo methyltransferase DNMT3, which was lacking from both the genome assembly and the unassembled raw reads (Additional file 1: Section VI.10). While a similar situation is found in both *T. castaneum* and *Drosophila melanogaster* (common fruit fly, family Drosophilidae), many other insects, including other beetles such as *Onthophagus taurus* [31] and *Nicrophorus vespilloides* [13] (burying beetle, family Silphidae), have retained the complete machinery. A full description of the genes studied in the *A. glabripennis* genome can be found in Additional file 1.

### Plant cell wall degradation

We manually annotated 86 GH family genes (Fig. 4 and Table 1; Additional file 1: Figure S18 and Tables S9 and S17) in the *A. glabripennis* genome, more than are known from any other insect. These include a large expansion of 57 GH1 genes, which putatively exhibit (amongst others) β-glucosidase and β-galactosidase activities. Only 15 GH1 genes are known from *T. castaneum* [15], and only 19 from *D. ponderosae* [14]. We manually annotated 11 putative endo- and exoglucanases (cellulases), members of GH9, subfamily 2 of GH5, GH45, and GH48, and 18 GH28 genes encoding putative pectin-degrading polygalacturonases. Previous work has shown that a number of GH family genes have been acquired from microbes by HGT (e.g., [24–30]; Table 1), and Fig. 4 shows the distribution of these and endogenous GHs in the 15 arthropod genomes studied herein. The genome of *A. glabripennis* was unique among the 15 species studied in containing matches to GH5 (IPR001547; Fig. 4), whose members exhibit predominantly endo- and/or exo-glucanase, mannanase, and xylanase activities.

**Fig. 4:**
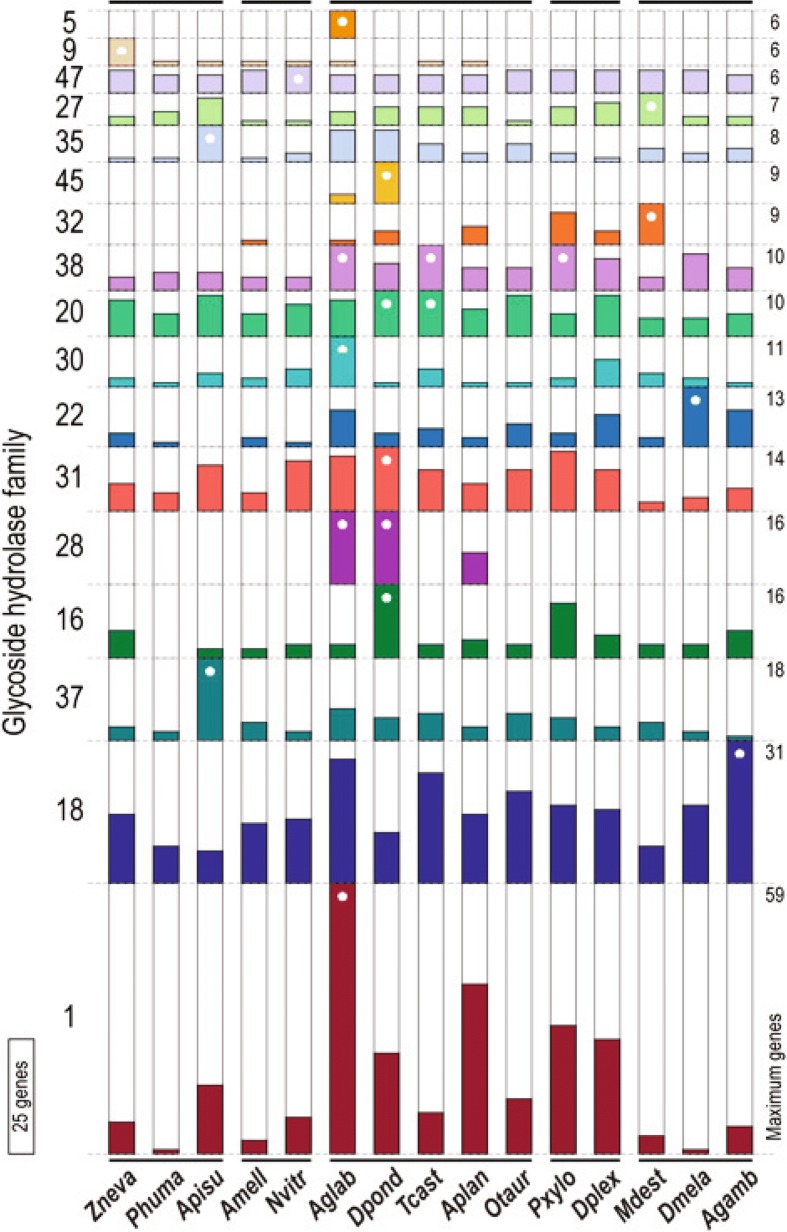
Sub-family sizes for gycoside hydrolases found in the genome sequences of 15 insect species, including *A. glabripennis*. Species with the maximum gene count for each are indicated with a *white asterisk*. Among the examined species, *A. glabripennis* showed the most genes with matches to GH domains, the majority of which were found as multi-copy orthologs. This elevated gene count was mainly due to GH family 1 (IPR001360), members of which exhibit beta-glucosidase, beta-galactosidase, 6-phospho-beta-galactosidase, 6-phospho-beta-glucosidase, lactase-phlorizin hydrolase, beta-mannosidase, and myrosinase activities. Uniquely among the examined species, six *A. glabripennis* genes matched GH family 5 (IPR001547), also known as cellulase family A, whose members exhibit endoglucanase, beta-mannanase, exo-1,3-glucanase, endo-1, 6-glucanase, xylanase, and endoglycoceramidase activities. *A. glabripennis* also had two matches to the GH family 45 (IPR000334, endoglucanase activity), also known as cellulase family K, which was also found in *D. ponderosae* (nine copies). Members of GH family 28 (IPR000743) are pectinases that exhibit polygalacturonase and rhamnogalacturonase activities and had matches to 16 genes in *A. glabripennis* (18 were identified by manual annotation; 19 were reported in [8]), 16 in *D. ponderosae* and 7 in *A. planipennis* (50 were manually annotated)

**Table 1:** Plant cell wall degrading enzymes identified in the *A. glabripennis* genome assembly by manual annotation

Gene family	Putative function	Genes total	Pseudogenes
*Cellulose/hemicellulose degradation*			
GH9	Endo-β-1,4-glucanase	1	0
GH45	Endo-β-1,4-glucanase	2	0
GH5 subfamily 2	Endo/exo-β-1,4-glucanase	6	0
GH48	Reducing end-acting cellobiohydrolase	2	0
GH1	β-Glucosidase (myrosinase, cyanogenic β-glucosidase)	57	3
*Pectin degradation*			
GH28	Polygalacturonase	18	0

Genes encoding GH9 cellulases have an ancient origin in animals [26]. The other beetle-derived GH families involved in plant cell wall digestion have a more recent origin and were putatively obtained via HGT from bacteria or fungi. GH5 subfamily 2 genes were likely acquired via HGT from Bacteroidetes [27]. GH45 genes were likely acquired by the last common ancestor (LCA) of the Phytophaga (the sister beetle superfamilies Chrysomeloidea and Curculionoidea) via HGT from a fungus [28, 29]. Amino acid sequences of beetle GH48 cellulases are similar to bacterial cellobiosidases, but their function(s) remain unclear; they may have evolved to scavenge nitrogen by degrading chitin in the gut or diet [81], e.g., from host plant tissues containing fungi, or from fungi resident in the gut (e.g., yeasts, *Fusarium solani*) which are thought to concentrate nitrogen and synthesize essential amino acids [9, 30, 35]. GH48s are constitutively highly expressed in *A. glabripennis* larvae (Fig. 5), and their induction in larvae feeding in a nutrient-poor environment (reported herein) is consistent with a putative role in nutrient scavenging. They were most likely acquired by the LCA of the Phytophaga via HGT from a bacterial donor [28, 30]. 

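Of the GH48 genes that the paper counts, Additional file 2 names 1 gene model, GH48-1 (AGLA007802). Models of the family without that name were not looked for. The named model lies on the plus strand of scaffold 117 from 392813 to 395272. It took 5.21% ± 0.429 (SD, n = 4 larvae) of the reads counted on genes in diet-fed larvae and 2.19% ± 1.80 (SD, n = 4) in sugar maple-fed larvae (two-sided exact permutation test, p = 0.0571, or 0.106 after Benjamini-Hochberg adjustment over 13 measures of the libraries). After TMM normalization its expression in counts scaled to library size (CPM) was 36281 ± 2241 on the diet and 39246 ± 46114 in sugar maple (SD, n = 4 each), so the spread between sugar maple-fed larvae exceeded their mean. The log2 fold change was 0.11 (standard error 0.85, adjusted p = 0.929 from edgeR's quasi-likelihood test). The direction turned under other scalings, to -1.25 (adjusted p = 0.125) with library sizes alone and to -1.49 (adjusted p = 0.0108) with edgeR's exact test on quantile-normalized counts. It also turned when sugar maple replicate 2 was left out, to -1.12.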

GH28 genes were likely acquired by the LCA of the Phytophaga via HGT from an ascomycete fungus and subsequently expanded and diversified, but lost in the longhorned beetle subfamily Lamiinae (which includes *A. glabripennis*). After this loss, a GH28 gene was apparently re-acquired by Lamiinae via HGT from a fungal donor [10]

We investigated diet-dependent regulation of GH family genes via an RNA-seq-based differential expression analysis of *A. glabripennis* larvae feeding on an artificial diet versus the wood of living sugar maple trees, a preferred host. 

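The midguts of 4 third-instar larvae feeding in potted sugar maple trees and of 4 feeding on the artificial diet were sequenced, with 1 library per larva and all libraries in a single lane. The authors trimmed the forward reads, mapped them to the A. glabripennis assembly with TopHat and counted them on gene models with HTSeq in union mode. Reads that mapped to more than 1 place had been discarded at that step, so the counts of closely similar genes hold only reads that distinguish them. The paper's methods describe a poly(A) selection after the removal of ribosomal RNA, whereas the protocol that accompanies the counts states that this step was omitted. The deposited values are counts, without normalization.

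The files hold 22035 gene models, of which 7588 had no read in any larva. Between 6565424 and 10016025 reads per diet-fed larva were counted on genes (median 8390256.5), and between 3569873 and 7002355 per sugar maple-fed larva (median 5438300.5), a difference that did not exceed the spread between larvae (two-sided exact permutation test, p = 0.0857). The 500 most highly counted genes of each library took 72.3% to 76.1% of these reads on the diet and 82.3% to 91.0% in sugar maple. Reads were detected from 11598 to 12296 gene models on the diet and from 9180 to 10573 in sugar maple. For both measures the groups did not overlap (exact p = 0.0286, the smallest that 4 larvae against 4 allow; 0.0619 after Benjamini-Hochberg adjustment over 13 measures of the libraries). TMM normalization factors were 1.34 to 1.55 on the diet and 0.446 to 0.8285 in sugar maple (the same exact and adjusted p-values), so the direction of small differences depends on the scaling. The first principal component of log2 CPM held 53.0% of the variance and parted the groups. Libraries from larvae on the same food differed by far more than counting noise: over the 2143 genes with at least 50 counts in every larva, the chi-square per degree of freedom between a pair of libraries was at least 86.83 on the diet and at least 862.5 in sugar maple.

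Counts were compared with edgeR's quasi-likelihood F test after TMM normalization, over the 10833 gene models with at least 10 counts summed over the 8 larvae. Log2 fold changes are of sugar maple-fed over diet-fed larvae, with the standard error approximated as the log2 fold change divided by the square root of F. A gene was taken as differentially expressed at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 1, the thresholds in the paper's methods. The larvae of both groups carry the numbers 1 to 4 in the labels, but nothing in the paper pairs them. After the mean of each food was removed, same-numbered larvae had a mean correlation across genes of -0.0285 (n = 4 pairs, from -0.132 to 0.0816). For differently numbered larvae it was 0.00913 (n = 12 pairs, from -0.139 to 0.1116). Removing the means ties the 2 averages to each other, so the second is not an independent comparison. With the replicate number from the labels as a block, 2046 genes were differentially expressed in place of 2939.

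**Figure D1:**
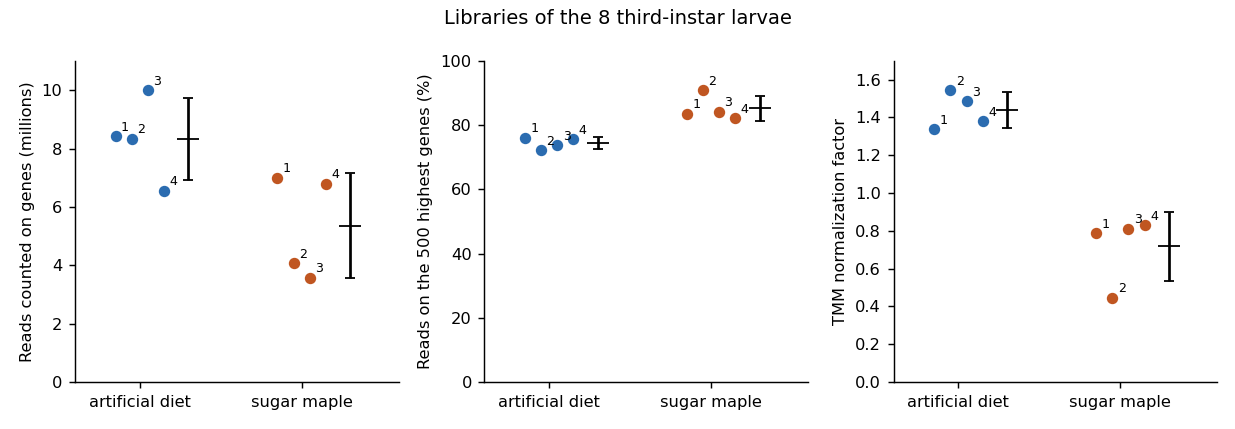
Reads counted on genes, the percentage of these reads on the 500 highest genes of each library, and the TMM normalization factor, for each of the 8 larvae numbered by replicate, with the mean and SD of each group (n = 4) in black. Factors lie between 1.34 and 1.55 on the artificial diet and between 0.446 and 0.8285 in sugar maple.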

All GH5 and GH45 cellulases were expressed at least twofold higher in larvae feeding in sugar maple (Fig. 5) and have likely roles in converting cellulose into more easily digestible cello-oligosaccharides. 

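The GH5 and GH45 families comprise 8 gene models, GH5-1 to GH5-6 and GH45-1 and GH45-2, all of which passed the count minimum. All 8 had log2 fold changes over 1, between 1.46 and 2.49, and with library sizes alone in place of TMM normalization all 8 stayed positive but only 3 stayed over 1, with a median of 0.82. At the adjusted p threshold 3 were differentially expressed. GH5-2 (AGLA002352, 1281298 to 1282343 on the scaffold that carries GH5-1 to GH5-4) went from 3431 ± 386 CPM on the diet to 17813 ± 13116 in sugar maple (SD, n = 4 each), a log2 fold change of 2.38 (standard error 0.67, adjusted p = 0.0241 from edgeR). GH5-3 (AGLA002354, 1289148 to 1290198 on the same scaffold) had a log2 fold change of 2.09 (standard error 0.72, adjusted p = 0.0493). For GH45-1 (AGLA005419, scaffold 63, 195320 to 207749) it was 2.49 (standard error 0.86, adjusted p = 0.0500, just under the threshold). On TMM-scaled values every sugar maple-fed larva exceeded every diet-fed larva for GH5-1, GH5-2 and GH5-3 (two-sided exact permutation test, p = 0.0286, the smallest that 4 larvae against 4 allow), and for none of the others. The separation rested on the scaling. In sugar maple replicate 1 these genes held 46834, 32833 and 31915 of 7002355 reads. In diet replicate 1 they held larger shares, 71673, 42941 and 57327 of 8438046 reads. Adjusted p-values of the genes not past the threshold were 0.0536 for GH5-5 (AGLA006972), 0.0607 for GH5-4 (AGLA002351), 0.0647 for GH5-1 (AGLA002353), 0.0961 for GH45-2 (AGLA005420) and 0.0971 for GH5-6 (AGLA016376). GH45-2 rested on counts between 1 and 20 per larva. The number past the threshold was 7 with edgeR's exact test and 0 with library sizes alone, where 1 gene had an unadjusted p under 0.05. It was also 0 with the replicate number as a block, where 2 had an unadjusted p under 0.05, and 0 without any 1 of the diet-fed larvae, where between 4 and 6 had. The number was 1 with the exact test on quantile-normalized counts, with upper-quartile normalization and with at least 10 counts in every larva. It was 6 with DESeq2 and 6 with at least 10 counts in at least 4 larvae. Without sugar maple replicates 1 to 4 in turn it was 7, 1, 7 and 2. The role in digestion that the paper proposes for these genes was not analysed here.

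**Figure D2:**
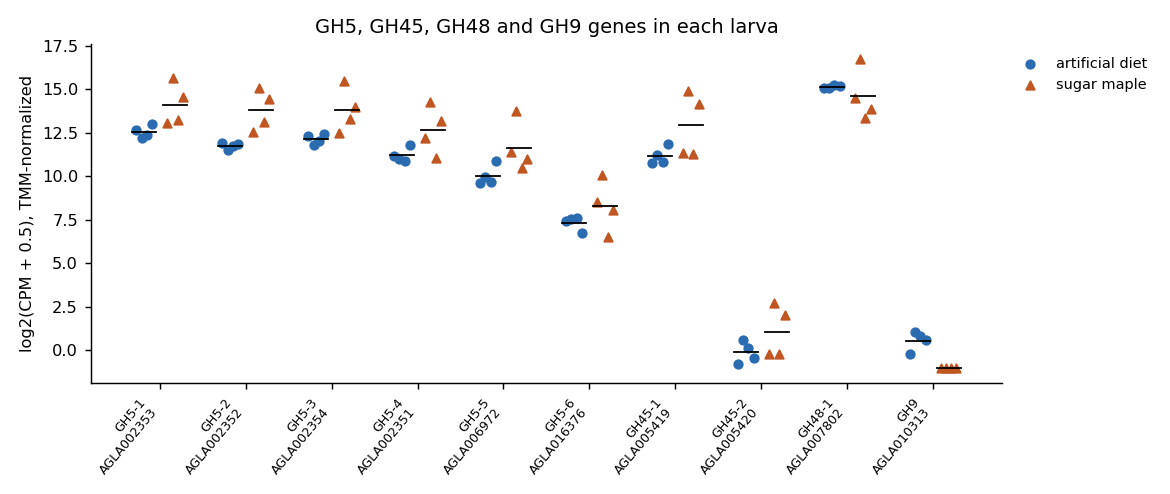
Expression of each GH5 and GH45 gene and of GH48-1 and GH9 in each larva, as log2 of TMM-normalized CPM plus 0.5, with circles for diet-fed and triangles for sugar maple-fed larvae (n = 4 each) and a line at each mean. For all genes shown but GH9, which had no read in sugar maple, sugar maple-fed larvae spread more widely than diet-fed larvae, and the GH5 and GH45 means are higher in sugar maple with TMM normalization and, by a smaller median of 0.82, with library sizes alone.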

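Fig. 5 and the additional files give 67 GH1 identifiers, more than the GH1 genes that the paper annotates. A gene may therefore appear under more than 1 of them. Of these 67 identifiers the files hold 54, and 52 passed the count minimum. In sugar maple 25 were higher and 3 were lower, counts that were 22 and 6 with library sizes alone, 27 and 3 with edgeR's exact test and 20 and 3 with the replicate number as a block. Without a test, 35 had a log2 fold change over 1 and 40 a positive one, of which 33 stayed positive with library sizes alone. The largest differences were on scaffold 756. GH1-42 (AGLA018041, 25772 to 35102) had a log2 fold change of 10.25 (standard error 2.36, adjusted p = 0.0111 from edgeR), which ranged from 5.89 to 10.69 when each larva was left out in turn. Sugar maple replicate 2 held 6835 of its reads. GH1-39 (AGLA018042, 47098 to 53724) had a log2 fold change of 9.54 (standard error 1.62, adjusted p = 0.00375) and GH1-41 (AGLA018040, 11738 to 18054) of 7.08 (standard error 1.34, adjusted p = 0.00548). The genes lower in sugar maple were AGLA009634 with a log2 fold change of -4.46 (adjusted p = 0.00231), AGLA009635 with -3.50 (adjusted p = 0.00231) and GH1-12 (AGLA009631) with -3.19 (adjusted p = 0.0157). For all 6 of these genes the larvae on the 2 foods did not overlap (exact permutation test, p = 0.0286 each). Leaving out a larva gave between 20 and 29 genes higher in sugar maple.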

Over 30 GH1 genes were most highly expressed in larvae feeding in sugar maple. Many of these genes are putative β-glucosidases and likely convert cellobiose and other oligosaccharides released from the plant cell wall into monosaccharides. GH1 enzymes can have broad catalytic and substrate specificities, so GH1 genes induced in larvae feeding in sugar maple could also function as β-xylosidases, β-glucuronidases, β-galactosidases, β-mannosidases, or exo-β-1,4-glucanases, serving to hydrolyze substrates released from the hemicellulose matrix. Additionally, many β-glucosidases also have known roles in detoxification [32, 33] (discussed in section titled Detoxification of plant allelochemicals). 

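Additional file 2 and Fig. 5 list 20 GH28 identifiers, more than the GH28 genes that the paper annotates. A gene may therefore appear under more than 1 of them. The files hold 15, and all 15 passed the count minimum. In sugar maple 12 were higher and 0 were lower, against 8 higher and 1 lower with library sizes alone, where GH28-5 and GH28-7 also turned negative. Of all 15 genes, 13 had an unadjusted p under 0.05. The median log2 fold change of the family was 2.60. The most highly expressed member in sugar maple was GH28-11 (AGLA002350, 1269049 to 1270500 on the scaffold of GH5-1 to GH5-4), with 1650 ± 275 CPM on the diet and 74669 ± 72541 in sugar maple (SD, n = 4 each), a log2 fold change of 5.50 (standard error 0.99, adjusted p = 0.00478 from edgeR). It lies beside the GH5-4 gene. The other 11 genes past the threshold had log2 fold changes between 1.51, for GH28-4 (AGLA010098), and 4.64, for GH28-13 (AGLA012061). On TMM-scaled values the larvae on the 2 foods did not overlap for 10 of the 15 genes (exact permutation test, p = 0.0286 each). GH28-6, which was lower in sugar maple, was 1 of these 10. The 3 genes not past the threshold lay at 0.18 for GH28-5 (AGLA010099, standard error 0.44), 0.25 for GH28-7 (AGLA021349, standard error 0.64) and -1.03 for GH28-6 (AGLA010101, standard error 0.38, adjusted p = 0.0652). GH28-5 lay between -0.06 and 0.49 and GH28-7 between -0.53 and 0.64 when each larva was left out in turn, so their directions are not set. With the log2 fold change tested against 1 rather than 0, 6 genes passed, and with the replicate number as a block 8 were higher.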

Twelve GH28 genes showed elevated expression in larvae feeding in sugar maple, and their homologs are known to function as polygalacturonases in relatives of *A. glabripennis* [7, 10]. Thus, pectinous components of plant primary cell walls may serve as a significant source of sugars for early instar *A. glabripennis* larvae. GH35 genes were also induced in *A. glabripennis* larvae feeding in sugar maple. These had highest scoring BLAST alignments to β-galactosidase and could play roles in processing β-1,4-linked galactose oligomers released from the plant cell wall matrix. GH30 genes were also highly induced in larvae feeding in sugar maple. While some of these were expressed in both larvae and adults, two were expressed exclusively in larvae (AGLA015835 and AGLA015837) and may be important for digesting components of plant secondary cell walls. 

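AGLA015835 had a log2 fold change of 6.55 (standard error 1.44, adjusted p = 0.00951 from edgeR's quasi-likelihood test) between larvae in sugar maple and larvae on the diet. Its counts were 169, 49, 6 and 0 in the 4 sugar maple-fed larvae and 1, 0, 5 and 1 in the 4 diet-fed larvae, so that the difference rested on few reads and came mostly from 2 larvae. The paper's reported adjusted p is 1.14e-05, and edgeR's exact test gave 1.64e-05. AGLA015837 had a log2 fold change of 5.92 (standard error 1.15, adjusted p = 0.00613), with 3.04 ± 1.36 CPM on the diet and 183 ± 167 in sugar maple (SD, n = 4 each). Sugar maple replicate 4 held 13 of its reads, against 26 to 46 in diet-fed larvae. For neither gene did the foods separate completely (two-sided exact permutation tests on log2 CPM, p = 0.143 and 0.114). When each larva was left out in turn the log2 fold changes stayed between 5.82 and 7.55 for AGLA015835 and between 5.42 and 6.37 for AGLA015837.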

Consistent with this hypothesis, these two GH30 genes were strongly upregulated in insects feeding in sugar maple compared to on an artificial diet with log fold change expression values of 6.7 (false discovery rate (FDR) = 1.14e-05) and 6.0 (FDR = 1.83e-07). Additionally, three other GH30 genes were more highly expressed in larvae feeding in sugar maple, including AGLA015834 (logFC = 5.0; FDR = 2.96e-11), AGLA015831 (logFC = 1.96; FDR = 0.029), and AGLA001694 (logFC = 1.80; FDR = 0.05). 

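AGLA015834 had 49.0 ± 11.5 CPM on the diet and 1517 ± 1293 in sugar maple (SD, n = 4 each), a log2 fold change of 4.95 (standard error 0.66, adjusted p = 0.00231 from edgeR's quasi-likelihood test). All sugar maple-fed larvae exceeded all diet-fed larvae (exact permutation test, p = 0.0286, the smallest that 4 larvae against 4 allow). AGLA015831 had a log2 fold change of 1.93 (standard error 0.85, adjusted p = 0.107). Of its reads in sugar maple-fed larvae, replicate 1 held 2102 and replicate 4 held 39, and the log2 fold change ranged from 0.45 to 2.38 when each larva was left out. AGLA001694 had a log2 fold change of 1.78 (standard error 0.89, adjusted p = 0.145), with 174.3 ± 182.2 CPM in sugar maple and 50.8 ± 21.0 on the diet, and replicates 2 and 3 in sugar maple lay below every diet-fed larva. All 5 GH30 genes stayed higher in sugar maple with library sizes alone. With edgeR's exact test 4 of the 5 passed the threshold, in place of 3.

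**Figure D3:**
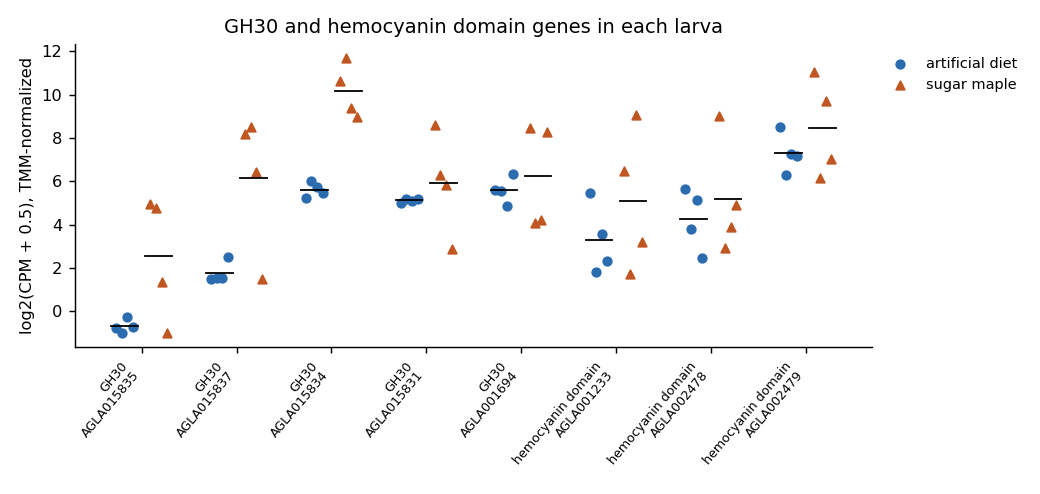
Expression of 5 GH30 genes and 3 hemocyanin domain genes in each larva, as log2 of TMM-normalized CPM plus 0.5, with circles for diet-fed and triangles for sugar maple-fed larvae (n = 4 each) and a line at each mean. Only for AGLA015834 do all sugar maple-fed larvae lie above all diet-fed larvae, and with library sizes alone in place of TMM normalization the log2 fold changes of all 8 genes stay positive.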

Although the expression patterns of these genes seem consistent with a role in breaking down secondary cell wall polysaccharides in the larval stage, the precise reactions catalyzed by these gene products could not be predicted based on electronic annotations.

**Fig. 5:**
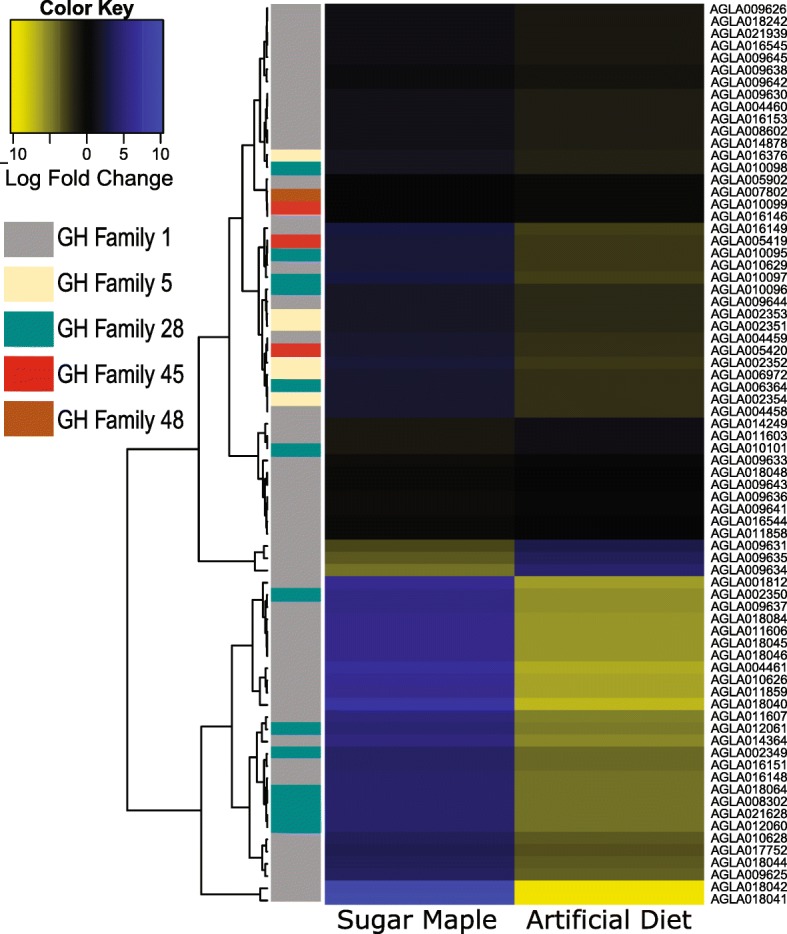
Heatmap showing expression levels from *A. glabripennis* gycoside hydrolase genes with putative involvement in plant cell wall degradation. Logfold changes in expression levels in genes collected from *A. glabripennis* larvae feeding in the wood of living sugar maple trees are shown versus those from larvae feeding on a nutrient-rich artificial diet. While the expression levels of GH genes were variable, several were significantly upregulated in larvae feeding in the wood of living sugar maple

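The log2 fold changes behind the heatmap were computed for the glycoside hydrolase families it shows and set beside the detoxification families. The 8 GH5 and GH45 genes lay between 1.46 and 2.49. The 52 GH1 genes tested lay between -4.46 and 10.25 with a median of 1.63, and the 15 GH28 genes between -1.03 and 5.50 with a median of 2.60. GH48-1 (AGLA007802) lay at 0.11. The single GH9 gene (AGLA010313) lay at -6.09, on 4 to 20 counts per diet-fed larva and none in sugar maple-fed larvae. The medians of GH1 and GH28 and of the GH5 and GH45 genes stayed positive with library sizes alone, whereas GH48-1 turned negative.

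**Figure D4:**
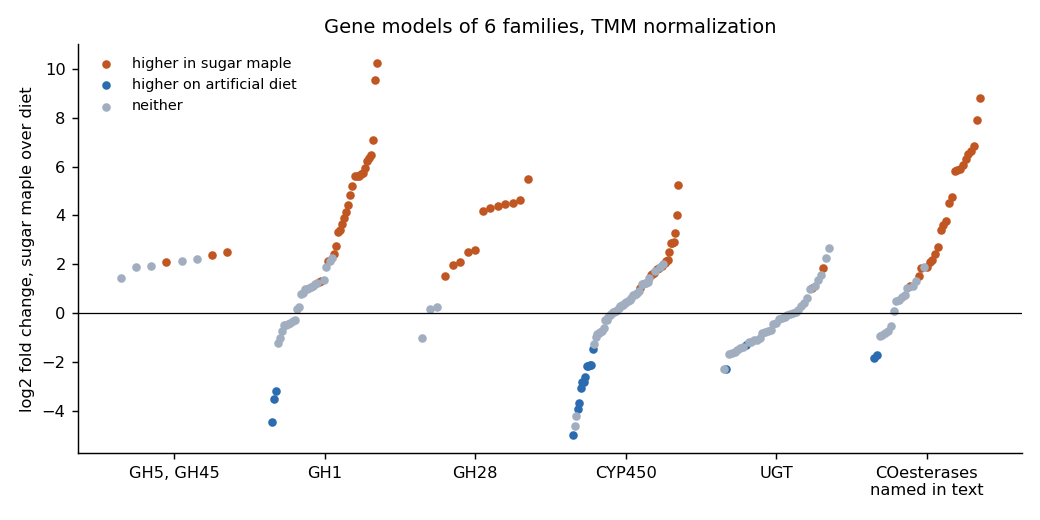
Log2 fold change of sugar maple-fed over diet-fed larvae (n = 4 each) with TMM normalization, 1 point per tested gene model of 6 families, coloured by whether the adjusted p was under 0.05 with an absolute log2 fold change over 1. CYP450 and UGT models spread around 0 with medians of 0.45 and -0.39, and with library sizes alone these medians were -0.54 and -1.24.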

To determine substrate specificity and the contribution of enzymes encoded by GH family genes to the metabolism of plant cell wall polysaccharides, 15 of the 18 known *A. glabripennis* GH28 genes (putative polygalacturonases) were functionally characterized in vitro. Heterologous expression succeeded for all but GH28-4 (AGLA010098; Additional file 1: Figure S5). Most GH28 proteins were active against at least one homogalacturonan polymer in plate assays. A group of phylogenetically related proteins, GH28-1 (AGLA010095), -2 (AGLA010096), -3 (AGLA010097), and -5 (AGLA010099), all located in tandem on one genomic scaffold, showed no activity against homogalacturonan polymers (Additional file 1: Figures S5, S6b, S7). However, they did exhibit exopolygalacturonase activity, similar to a previously characterized GH28 from a near relative of *A. glabripennis* [7] (Additional file 1: Figure S6c). GH28-11 (AGLA002350), the only polygalacturonase expressed in both *A. glabripennis* larvae and adults [7], and GH28-17 (AGLA025090) both functioned as endopolygalacturonases; however, accumulation of galacturonic acid monomers was also observed for GH28-11, indicating that it could also function as an exopolygalacturonase (Additional file 1: Figure S6c). Overall, the repertoire of GH28 enzymes encoded by the *A. glabripennis* genome contains both endo- and exo-polygalacturonases and is able to act on substrates with varying degrees of methylation. These enzymes are highly complementary, allowing *A. glabripennis* to efficiently decompose pectinous homogalacturonan polymers present in the primary cell walls of living woody plant tissues.

Six GH5 genes, two GH45 genes, and one GH9 gene were also functionally characterized in vitro. GH5-1 (AGLA002353) functioned as an endo-β-1,4-xylanase (EC 3.2.1.8), GH5-2 (AGLA002352), GH5-5 (AGLA006972), GH45-1 (AGLA005419), and GH45-2 (AGLA005420) functioned as endo-β-1,4-glucanases (EC 3.2.1.4), and GH5-2 showed endo-β-1,4-xyloglucanase activity (EC 3.2.1.151) (Additional file 1: Figures S8b and S9). GH5-2 also hydrolyzed carboxymethylcellulose (CMC), indicating that enzymes encoded by this gene possess the ability to endohydrolyse the 1,4-β-D-glucosidic linkages in both CMC and xyloglucan and may function to degrade both cellulose and components of hemicellulose in vivo. GH5-3 (AGLA002354), GH5-4 (AGLA002351), GH5-6 (AGLA016376), and GH9 (AGLA010313) did not harbor any enzymatic activity against the substrates tested, indicating that they are not endo-acting enzymes. To investigate how GH5 enzymes degrade their substrates, the products were subsequently analyzed by thin layer chromatography (TLC) (see “Methods”; Additional file 1: Figure S8c), validating the roles of GH5-1 as a xylanase, GH5-2 as a dual-acting xyloglucanase/endoglucanase, and GH5-5 as an endoglucanase. Furthermore, although no zone of clearing was observed for GH5-6 in an agarose diffusion assay, accumulations of glucose and cellobiose were observed via TLC after incubation with CMC, suggesting that it functions as an exo-β-1,4-glucanase (Additional file 1: Figure S8c). None of these enzymes had the ability to degrade crystalline cellulose substrates. However, Geib et al. [34] observed activity against Avicel in enzyme extracts prepared from larval *A. glabripennis* guts. This suggests that (a) GH5 and GH45 cellulases act synergistically in vivo to degrade these substrates, (b) other *A. glabripennis*-encoded enzymes besides those characterized in this study possess the ability to degrade Avicel, or (c) that enzymes produced by the gut microbial community are responsible for the aforementioned previously observed activity. Notably, the cellulases encoded by numerous members of the *A. glabripennis* gut microbial community possess carbohydrate-binding domains, which could enhance the efficiency of these enzymes against crystalline substrates by allowing them to bind and degrade their substrates in a processive manner [30, 35]. Thus, the *A. glabripennis* genome encodes at least three families of cellulases and hemicellulases (subfamily 2 of GH5, GH9, and GH45) and one family of polygalacturonases (GH28) that provide it with an arsenal of enzymes capable of degrading the main polysaccharides of the cellulose and hemicellulose networks in both primary and secondary plant cell walls.

GH28, GH45, and subfamily 2 of GH5 were collectively detected only in the three phytophagous beetle genomes studied (*A. glabripennis*, *A. planipennis* and *D. ponderosae*) (Fig. 4; Additional file 1: Figure S18) and were lacking from the 12 other insect genomes. Specifically, GH28 was detected in *A. glabripennis*, *A. planipennis*, and *D. ponderosae*, GH45 was detected only in *A. glabripennis* and *D. ponderosae* (sister taxa in our phylogeny, spanning the basal split in the clade Phytophaga [36] (Fig. 2), and subfamily 2 of GH5 was detected exclusively in *A. glabripennis*. Subfamily 2 of GH5 genes have been found in at least one other cerambycid [7] and may be unique to superfamily Chrysomeloidea (leaf beetles, cerambycids, and their relatives). *A. glabripennis*, *A. planipennis*, and *D. ponderosae* are all specialized phytophages belonging to species-rich taxonomic groups of beetles that feed on the subcortical tissues of woody plants and interact with specialized suites of gut microbes. Interestingly, the genomes of the wood-feeding termites *Macrotermes* and *Zootermopsis* lack all three of the aforementioned gene families. However, these genes are present in the genomes of their gut symbionts. This is in contrast to the phytophagous beetles we studied, whose ancestors obtained these genes (in their genomes) via HGT from bacteria and fungi [8, 14] (Additional file 1: Figures S5 and S9). These genes subsequently diversified in beetle genomes to form multi-gene families [10]. Notably, the GH28 family genes we annotated in *A. planipennis* were apparently acquired independently (via HGT from an ascomycete fungus donor) from those in *A. glabripennis* and *D. ponderosae*. Independently acquired GH28 genes are also known from phytophagous Hemiptera in the species-rich family Miridae [37].

GH1 family genes can encode enzymes having both digestive and non-digestive functions. Twenty-three *A. glabripennis* GH1 sequences had ~44 % identity to sequences annotated as myrosinases (MYR) [31] in the *T. castaneum* genome [38]. One sequence closely matches known myrosinase active site motifs. For some insects, including flea beetles, myrosinases are known to synergize alarm or aggregation pheromones [39, 40]. Non-Brassicaceae, woody plant sources of glucosinolytes, which are the substrates detoxified by myrosinase, are present in the *A. glabripennis* native range [41]. An additional possibility is that one or more of these *A. glabripennis* sequences is a cyanogenic β-glycosidase [33]. Toxic cyanogenic glycosides are used by some plants (including known hosts of *A. glabripennis*) as a defense against insect-feeding, analogous to the myrosinase system. Interestingly, five *A. glabripennis* GH1 sequences are intermediate in similarity to known myrosinases and a known cyanogenic β-glycosidase (Additional file 1: Figure S16).

Microbes in the gut of *A. glabripennis* are known to have definitive roles in nutrient biosynthesis and nutrient recycling, helping the beetle to thrive under nutrient-poor conditions [35, 42, 43]. *A. glabripennis* microbes encode an arsenal of laccases, peroxidases, aldo-keto reductases, dyp-type peroxidases [30], and at least one lignin peroxidase, which is encoded by a fungal symbiont belonging to the *F. solani* species complex [44]. Several of the aforementioned genes are actively expressed in the *A. glabripennis* larval midgut [35]. While these enzymes have not been functionally characterized in vitro, they may facilitate lignin degradation in the *A. glabripennis* gut. The *A. glabripennis* genome itself may also encode genes that facilitate lignin degradation. *A. glabripennis* encodes eight genes with hemocyanin domains, three of which are significantly more highly expressed in larvae feeding in sugar maple, including the gene models AGLA002479 (2.1 log-fold upregulation), AGLA002478 (2.5 log-fold upregulation), and AGLA001233 (3.4 log-fold upregulation). 

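With edgeR's quasi-likelihood test and TMM normalization the log2 fold changes of the hemocyanin domain genes were 2.08 for AGLA002479 (standard error 0.94, adjusted p = 0.115), 2.49 for AGLA002478 (standard error 1.24, adjusted p = 0.146) and 3.32 for AGLA001233 (standard error 1.40, adjusted p = 0.0942). None passed the adjusted threshold, and 1 of the 3 had an unadjusted p under 0.05. With edgeR's exact test all 3 passed, at adjusted p-values of 0.0372, 0.0491 and 0.0166. The larvae on the 2 foods overlapped for all 3 genes (two-sided exact permutation tests, p = 0.429, 0.657 and 0.400). AGLA002478 had 2881 reads in sugar maple replicate 1 and 13, 42 and 164 in the others, and its log2 fold change was -0.55 without that larva. AGLA001233 had 1513 reads in sugar maple replicate 3 and ranged from 1.15 to 4.63 when each larva was left out, and AGLA002479 ranged from 0.90 to 2.65. With library sizes alone the log2 fold changes of all 3 stayed positive, with a median of 1.63. The other hemocyanin domain genes of the genome are not named in the paper and were not analysed here.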

All three genes were originally thought to function as storage hexamer proteins. However, the ability of at least one termite-derived hemocyanin highly expressed in salivary glands to oxidize model lignin compounds and other aromatic compounds in vitro [45], and the high expression levels of these three genes in multiple organisms that feed in wood [46], could signal that they work synergystically with gut microbes in *A. glabripennis* to facilitate oxidative degradation of prominent linkages in the lignin polymer and/or other biopolymers in vivo.

### Detoxification of plant allelochemicals

To gain further insights into the genomic basis of the broad host range of *A. glabripennis* (>100 known host tree species) and its concomitant invasiveness, we studied gene families hypothesized to encode key enzymes involved in the detoxification of plant allelochemicals (Additional file 1: Tables S17–S26 and Figures S18–S22). Cytochrome P450s (CYP450; Additional file 1: Figure S21 and Tables S20 and S25) encode the most prevalent detoxification enzymes in insects and participate in many other important physiological processes. A total of 106 genes and 19 pseudogenes predicted to encode CYP450s were manually annotated in the *A. glabripennis* genome; 137 genes and 6 pseudogenes were detected by matches to InterPro domains, the third highest number in our comparative genomic study after the beetles *T. castaneum* and *O. taurus*. Examining the CYP450 sub-families showed that *A. glabripennis* had five times as many group II matches (18 genes; including CYP4 and CYP6) than the average across the other insect species studied. CYP6 enzymes metabolize a wide range of toxic compounds and are known to clear odorants in insect antennae [47]. CYP4 enzymes are involved in cuticular hydrocarbon biosynthesis and have been implicated in insecticide resistance [48]. Supporting their roles in detoxification, 25 CYP450 genes were induced in the guts of *A. glabripennis* larvae feeding in sugar maple, including many genes in *A. glabripennis*-specific clades (Additional file 1: Figure S10). 

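Additional file 2 assigns P450 names to 94 gene models in the files when models that hold pseudogenes alone are left out. Some of the 94 hold more than 1 P450. Of the 70 that passed the count minimum, 17 were higher and 12 were lower in sugar maple, counts that were 5 and 19 with library sizes alone and 21 and 12 with edgeR's exact test. The direction of the family as a whole therefore turned with the scaling, from a median log2 fold change of 0.45 to -0.54 with library sizes alone. Among models past the threshold, the largest increases were CYP9Z50 (AGLA008877, scaffold 81, 266974 to 272608) at 5.23 (standard error 1.18, adjusted p = 0.0103 from edgeR), CYP9Z44 (AGLA010267, scaffold 489) at 4.00 (standard error 1.06, adjusted p = 0.0189) and CYP6HD2 (AGLA010140, scaffold 563) at 3.30 (standard error 0.92, adjusted p = 0.0229). Each rested on low counts, and for CYP9Z44 the foods overlapped (exact permutation test, p = 0.229). The largest decreases among models past the threshold were CYP6BJ6 (AGLA007077, scaffold 29) at -4.97 (standard error 1.68, adjusted p = 0.0467), the model that holds CYP4G104 and CYP4EJ1 (AGLA000799) at -3.89 (standard error 1.14, adjusted p = 0.0281) and CYP9Y5 (AGLA011087) at -3.66 (standard error 0.57, adjusted p = 0.00293). For CYP6BJ6 the foods overlapped (exact permutation test, p = 0.171), with 1, 147, 95 and 4 reads in diet replicates 1 to 4. Its log2 fold change ranged from -8.33 to -3.95 when each larva was left out. Between 8 and 18 models were higher in sugar maple when each larva was left out in turn.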

Only two of the genes that were induced (CYP18A1, CYP314A1) occurred in orthologous pairs with *T. castaneum* genes. Therefore, while the many CYP450 ortholog pairs between *T. castaneum* and *A. glabripennis* presumably carry out functions conserved over millions of years of evolution, expansion of several CYP families and the evolution of *A. glabripennis*-specific CYP clades relative to *T. castaneum* suggests that these genes have evolved and diversified in *A. glabripennis* as a mechanism to overcome host plant defenses.

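CYP18A1 (AGLA005522, scaffold 163, 417211 to 420723) went from 0.929 ± 0.429 CPM on the diet to 6.77 ± 2.47 in sugar maple (SD, n = 4 each), a log2 fold change of 2.86 (standard error 0.45, adjusted p = 0.00293 from edgeR). It had between 5 and 58 reads per larva, and all sugar maple-fed larvae exceeded all diet-fed larvae (exact permutation test, p = 0.0286). CYP314A1 (AGLA019293, scaffold 2011, 67472 to 75166) went from 7.27 ± 1.07 to 22.9 ± 17.6 CPM, a log2 fold change of 1.65 (standard error 0.48, adjusted p = 0.0273), with overlap between the foods (exact permutation test, p = 0.0571).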

UDP-glycosyltransferases (UGTs) assist with the detoxification and elimination of xenobiotics (foreign substances such as those produced by parasites) and in the regulation of endobiotics (substances produced, e.g., in response to the presence of parasites). We manually annotated 65 putative UGTs, including seven pseudogenes, in the *A. glabripennis* genome (Fig. 6; Additional file 1: Figures S11, S12, and S22 and Tables S21 and S26; Additional file 2: Table S16). Only two taxa have so far been reported to harbor a greater number of UGT genes, *Locusta migratoria* (the migratory locust, family Acrididae; 68 UGTs) [49] and the aphid *A. pisum* (72 UGTs; reported herein via matches to InterPro domains; 58 UGT genes were reported for *A. pisum* by Ahn et al. [50]). The expansion of UGTs in *A. glabripennis* may be related to its ability to feed on a broad range of healthy host plants, a feature shared with *L. migratoria*. Approximately 92 % of *A. glabripennis* UGTs are arranged in a tandem manner and 50 of them were concentrated in just seven clusters. Most UGTs thus appear to have diversified by tandem gene duplication, resulting in increased substrate range of host secondary metabolites by altering the N-terminal substrate binding domain of the enzyme. The largest UGT family observed in *A. glabripennis*, UGT352, is unique to this species and consists of 21 genes. Fourteen UGT352 genes were positioned in the same orientation in a cluster on one scaffold (Fig. 6). An *A. glabripennis*-specific expansion of seven genes was found in the UGT321 gene family. These expansions may enable *A. glabripennis* to adapt to a wide range of host plant defenses. 

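The 51 gene models in the files that carry UGT names, without those of pseudogenes alone, included 39 that passed the count minimum. Several of the 51 hold more than 1 UGT. In sugar maple 2 were higher and 2 were lower, with 0 higher and 14 lower with library sizes alone and 4 higher and 4 lower with edgeR's exact test. The models higher in sugar maple were AGLA006648, which spans 5 genes of the UGT321 family, with a log2 fold change of 1.05 (standard error 0.25, adjusted p = 0.0128 from edgeR), and AGLA010811 of the UGT312 family (scaffold 367, 89302 to 103847), with 1.85 (standard error 0.55, adjusted p = 0.0303). AGLA006648 lay at -0.02 with library sizes alone. The models lower in sugar maple were AGLA003186 at -2.28 (adjusted p = 0.0489) and AGLA004762, which holds a pair of UGT352 genes, at -1.30 (adjusted p = 0.0105). Among the 8 tested UGT321 models 1 was higher, and among the 9 tested UGT352 models 0 were higher, with 3 at an unadjusted p under 0.05 in either direction. The UGT352 models with the largest increases were AGLA008361 at 2.68 (adjusted p = 0.0809) and AGLA017107 at 2.27 (adjusted p = 0.0593). Both passed the threshold with edgeR's exact test. Scaled by library sizes alone, 21 of the 39 UGT models had an unadjusted p under 0.05 in either direction.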

Consistent with this hypothesis, four UGTs were strongly upregulated in *A. glabripennis* larvae feeding in sugar maple, including two UGT321 genes, and one UGT352. Although only a portion of the potential detoxification genes harbored in the *A. glabripennis* genome were induced while feeding in sugar maple—just one of the many host plants of *A. glabripennis*—the existence of a diverse metabolic repertoire likely helps *A. glabripennis* feed on different host species that produce different defensive compounds.

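Among detoxification genes, 17 of the 94 P450 gene models, 2 of the 51 UGT gene models and 23 of the 39 COesterases named in Additional file 1 were higher in sugar maple with TMM normalization. These counts were 5, 0 and 15 with library sizes alone. Of the P450 and UGT models, 24 and 12 fell below the count minimum and were not tested, so the numbers above do not cover them. Glutathione S-transferases were not analysed here, since the paper does not pair that family with gene identifiers.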

**Fig. 6:**
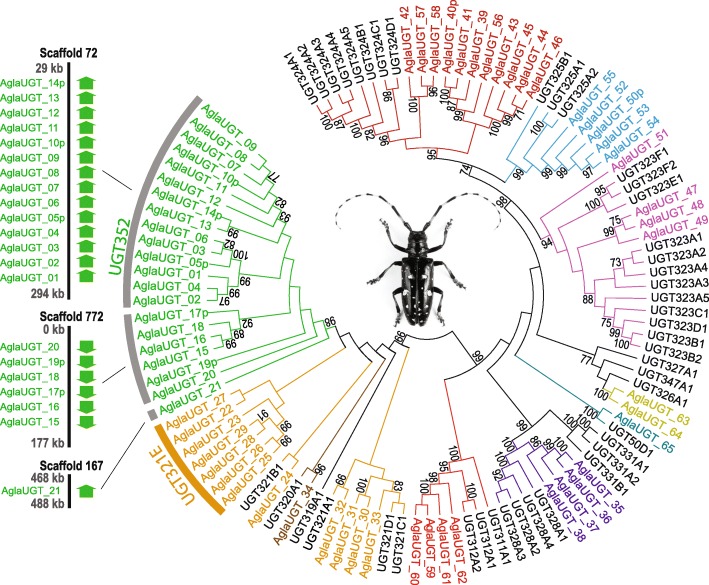
Phylogenetic tree showing *A. glabripennis* (*color*) and *T. castaneum* (*black*) UDP-glycosyltransferases (*UGTs*), reconstructed from amino acid sequences using ML inference (MLBS values <70 not shown). Each gene belonging to UGT352, UGT321, and UGT328 consists of four exons, with the long first exon (ca. 810 amino acids) followed by three short exons. Each member of UGT323, UGT324, and UGT325 is composed of four exons with the short first exon (ca. 200 amino acids) and the long second exon (ca. 800 amino acids) followed by two short exons. UGT312 and UGT353 (AglaUGT_63 and _64) consistently contain genes with five exons. Scaffold 72 is shown to illustrate the tandem arrangement typical of *A. glabripennis* UGTs. Photo of *A. glabripennis* courtesy of Barbara Strnadova, used with permission

In addition, the *A. glabripennis* genome was found to contain more putative esterases than any of the other insect genomes studied (Additional file 1: Figure S20 and Tables S19 and S24). This is due mainly to a large expansion of type-B carboxylesterases (COesterases; IPR002018), most of which are paralogs. COesterases are important for the metabolism of xenobiotics and for degrading ester bonds linking lignin to hemicellulose in plant secondary cell walls. We identified 107 COesterases in the *A. glabripennis* genome (Additional file 1: Figure S14), more than double the average in the other species studied. Most COesterases occur in large clusters; only 28 (25 %) occur as singletons. Two large clades of COesterases, one containing 17 genes and the other 13 genes, were unique to *A. glabripennis. A. glabripennis* also had the most genes (eight total) matching the thioesterase domain (IPR001031). COesterases were among the most highly induced genes in *A. glabripennis* larvae feeding in sugar maple and most of the highly induced COesterases belonged to *A. glabripennis*-specific clades and formed tandem repeats in the genome, potentially signifying novel functions related to digestion of woody plant tissues or detoxification of plant allelochemicals.

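Of the 39 COesterases named in Additional file 1, which include those it names as induced, 23 were higher and 2 were lower in sugar maple, against 15 and 7 with library sizes alone. With the replicate number as a block 17 were higher. The list is not a random sample of the family, so these counts give no share for the family. Among the 1321 genes higher in sugar maple, ranked by log2 fold change, 11 of the 100 largest were COesterases of this list. AGLA000623 ranked 11 with a log2 fold change of 8.80 (standard error 0.98, adjusted p = 0.00166 from edgeR), from 0.514 ± 0.0482 CPM on the diet to 238 ± 218 in sugar maple (SD, n = 4 each). AGLA000621 ranked 19, with a log2 fold change of 7.89 (standard error 1.25, adjusted p = 0.00299). For both genes all sugar maple-fed larvae exceeded all diet-fed larvae (exact permutation test, p = 0.0286). The clades specific to A. glabripennis were taken as the 20 and 14 genes that Additional file 1 names for them, more than the main text gives for each. In the first of these clades, 15 of 20 genes were higher and 0 were lower, with a median log2 fold change of 4.63. In the second clade 4 of 14 were higher and 2 were lower, with a median of 0.60 that turned to -0.63 with library sizes alone and to -0.09 with quantile-normalized counts. Consecutively numbered genes on the same scaffold changed together: AGLA000182 to AGLA000187 on scaffold 1 and AGLA000621 to AGLA000625 on scaffold 39 were all higher in sugar maple. Their neighbours AGLA000181 (log2 fold change 1.90, adjusted p = 0.126) and AGLA000620 (0.11) did not pass. The genome sequence was not used here, so the sharing of reads between these paralogs was not measured.

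**Figure D5:**
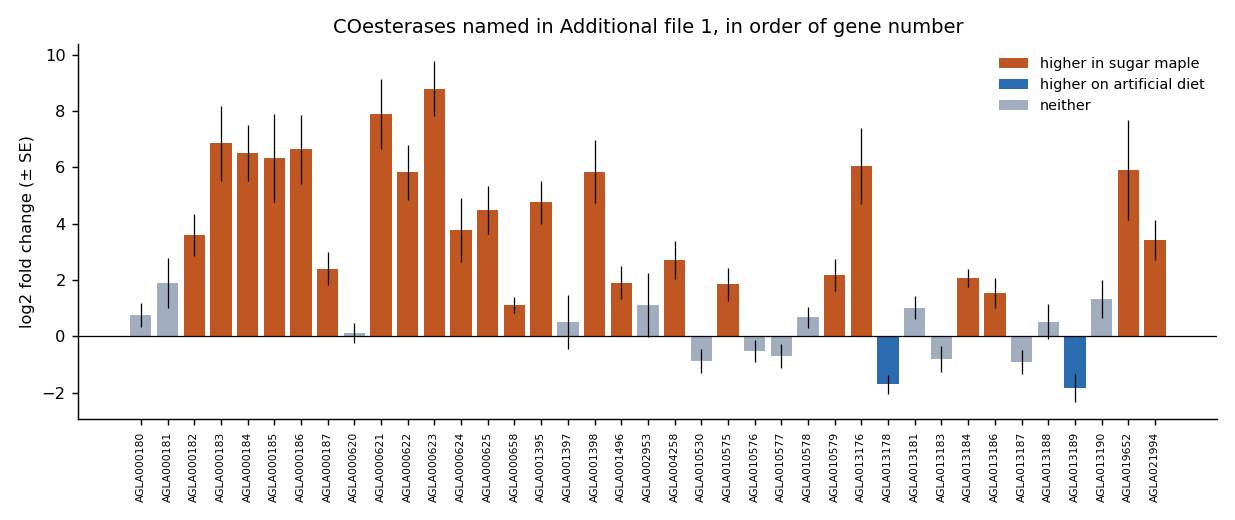
Log2 fold change of sugar maple-fed over diet-fed larvae (n = 4 each) with its standard error for the 39 COesterases named in Additional file 1, in order of gene number, with bars coloured by the test result under TMM normalization. With TMM normalization 23 are higher and 2 are lower in sugar maple, and with library sizes alone 15 and 7.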

Digestive proteinases may play key roles in scavenging nitrogen from plant cell wall proteins or midgut endosymbionts and may help phytophagous insects cope with proteinase inhibitors produced by plants [51]. *A. glabripennis*-specific expansions of several proteinase OGs were observed in comparison to *T. castaneum* and *D. ponderosae*. The largest were OGs EOG8V724X and EOG8V19NQ, comprising tandem arrays of eight and seven trypsin genes, respectively. Both OGs contain genes predicted to encode secreted serine proteinases. Most proteinase genes were unique to each of the five beetle species studied, suggesting that their evolution occurred largely after speciation and may be correlated with exposure to different digestive enzyme inhibitors and with feeding on different diets. These gene families appear to be highly dynamic and may largely shape the digestive physiology of phytophagous insects.

### Sensory biology

*A. glabripennis* adults use a complex set of chemical and visual cues for host plant and mate finding. We compared the members of four gene families involved in chemoperception (olfaction and gustation) and vision in *A. glabripennis* with those from *T. castaneum* and *D. melanogaster*. We manually annotated 52 odorant binding protein (OBP) genes in the *A. glabripennis* genome (Additional file 1: Figure S23). Most OBPs comprise a large expansion of the minus-C subfamily, and the remaining genes were placed singly or in small radiations that exhibit the classic 6-cysteine motif. One OBP (AglaOBP51) was identified as a member of the plus-C group, the same as in *T. castaneum* and *D. ponderosae* [52], suggesting that the tendency toward minus-C OBPs originated at least with the beetle infraorder Cucujiformia (~190 Ma) [3]. *A. glabripennis* has 131 odorant receptor (OR) genes in addition to the highly conserved OR co-receptor Orco (Additional file 1: Figure S24). These include representatives of all seven subfamilies of beetle ORs except group 6 and follow the pattern of frequent paralogous radiations typical of insect chemoreceptors. Two new lineages of ORs were identified in *A. glabripennis* and placed as outgroups to OR groups 4, 5, and 6 in *T. castaneum* (Or106-115/126-132 and Or101-103). The function of beetle ORs remains mostly unknown, and receptors have only been characterized from *Megacyllene caryae* (hickory borer, family Cerambycidae; McarOr3). AglaOr29 is notably sister to McarOr3, which is sensitive to 2-methylbutan-1-ol, a pheromone component of *Megacyllene* [53].

*A. glabripennis* has an extensive suite of 234 gustatory receptors (GRs), including three conserved candidate CO_2_ receptors (Gr1–3), ten candidate sugar receptors (Gr4–13), and three candidate fructose receptors related to DmGr43a (Gr14–16). The remaining 127 GRs encode 218 receptors through alternative splicing and presumably belong to the general category of candidate bitter taste receptors, although some likely are also involved in contact pheromone perception [54], a component of *A. glabripennis* mate-finding behavior [55]. *A. glabripennis* has 72 ionotropic receptors (IRs), including orthologs of the conserved co-receptors IR8a and 25a and of IR21a, 40a, 41a, 68a, 76b, 93a, and 100a. The IR75 lineage consists of eight genes compared with six in *T. castaneum* and seven in *D. melanogaster*. These are all candidate ORs, while the candidate GRs, represented by the DmIr20a clade of 40 genes [56], consist of 55 genes, compared to 53 in *T. castaneum*, although these two beetles exhibit differential species-specific expansion of gene lineages within this large grouping. Like *T. castaneum* [15, 57], *A. glabripennis* has large OR and GR repertoires compared with *D. melanogaster*, and indeed most other insects except ants, but their OBP and IR repertoires are more comparable with that of *D. melanogaster* and similar to many other insects (Additional file 1: Table S27). The optical sensitivity of *A. glabripennis* appears to be similar to that of *T. castaneum* [58]. *A. glabripennis* has a single long-wavelength-sensitive opsin and a single UV-sensitive opsin. *A. glabripennis* differs from *T. castaneum*, however, in having the Rh7 opsin, whose function is unknown, and in lacking the c-opsin found in most other insects and other arthropods, which is presumed to have a non-visual function [59].

## Conclusions

*A. glabripennis* possesses a remarkably robust enzymatic repertoire capable of digesting most of the polysaccharides it encounters while feeding on woody host plants (cellulose, xyloglucan, xylan, and pectin). Furthermore, diverse suites of detoxification genes and several classes of digestive proteinases provide *A. glabripennis* with the metabolic plasticity needed to overcome the challenges of feeding on different host trees, each with a distinct profile of defensive compounds. Many of the paralogs in gene families encoding enzymes typically involved in plant cell wall degradation (PCWDEs) and detoxification occur in large clusters in the *A. glabripennis* genome and appear to have diversified by tandem gene duplication. Large expansions of genes encoding CYP450s, UGTs, COesterases (these three together are sometimes called the defensome; e.g., [60]) and GH1s in the *A. glabripennis* genome are particularly notable, as they are among the largest such repertoires of detoxification genes known in insects. Genes encoding PCWDEs are also uniquely expanded in number in the *A. glabripennis* genome. The *A. glabripennis* genome encodes genes from a remarkable three families of putative cellulases (GH5 subfamily 2, GH9, and GH45), and one of these, GH5 subfamily 2, evolved in such a way that it provides the beetle with an arsenal of enzymes possessing the ability to degrade the main polysaccharides of the cellulose and hemicellulose (xylan and xyloglucan) networks in both primary and secondary plant cell walls. *A. glabripennis* also has the ability to degrade lignin, either through the activities of its gut microbial fauna and/or by way of enzymes encoded in its genome. Our results are notable in including not only an enumeration of genes potentially involved in plant cell wall degradation and detoxification (thus facilitating specialized phytophagy on woody plants and a wide host range), but also results from experimental assessments of gene expression and enzyme activities.

Acquisition of new genes (here, GH5, GH28, and GH45 family genes) via HGT from bacteria and fungi followed by gene copy number amplification and functional divergence contributed to the addition, expansion, and enhancement of the metabolic repertoire of *A. glabripennis*, certain other beetles, and, to a lesser degree, other phytophagous insects. Our results thus further establish a genomic basis for the invasiveness and broad host plant range of *A. glabripennis* and reveal genomic innovations potentially underlying the evolutionary success of insects—especially beetles—on plants.

## Methods

### Genome size and DNA and RNA for sequencing

The genome size of five male and five female adult *A. glabripennis* collected from the former Chicago, IL, USA infestation were estimated via flow cytometry. The *A. glabripennis* specimens sequenced for this project were obtained from a USDA-APHIS colony stocked with the descendants of beetles collected from current and former infestations in IL, NY, and MA, except when noted otherwise in the supplement (Additional file 1: Table S1). The *A. glabripennis* genome was sequenced from DNA that was extracted from a single late instar female larva (G Biosciences, Omniprep kit), whose sex was determined after sequencing (Additional file 1: Figure S3).

### Genome sequencing and assembly

An enhanced Illumina-ALLPATHS-LG [61] sequencing and assembly strategy was employed. We sequenced four libraries of nominal insert sizes 180 bp, 500 bp, 3 kb, and 8 kb at genome coverages of 59.7×, 45.8×, 58.7×, and 20.5×, respectively. Sequencing was performed on Illumina HiSeq2000s generating 100-bp paired-end reads. Reads were assembled using ALLPATHS-LG (v35218) and further scaffolded and gap-filled using in-house tools Atlas-Link (v.1.0) and Atlas gap-fill (v.2.2) (https://www.hgsc.bcm.edu/software/). Data for the *A. glabripennis* genome have been deposited in the GenBank/EMBL/DDBJ Bioproject database under the accession code PRJNA163973 (Additional file 1: Table S3). Raw genomic sequence data have been deposited in the GenBank/EMBL/DDBJ Sequence Read Archive under the accession codes SRX326764, SRX326768, SRX326767, SRX326766, and SRX326765. The genome assembly has been deposited to GenBank under the accession GCA_000390285.1. RNA-seq datasets used in gene prediction have been deposited to the GenBank/EMBL/DDBJ sequence read archive under the accession codes SRX873913 and SRX873912.

### Automated annotation

The *A. glabripennis* genome assembly was subjected to automatic gene annotation using a MAKER 2.0 [18, 24, 62] annotation pipeline tuned for arthropods. Both protein and RNA-seq evidence from extant arthropod gene sets were used to guide gene models. The genome assembly was first subjected to de novo repeat prediction and Core Eukaryotic Genes Mapping Approach (CEGMA) analysis [63] to generate gene models for initial training of the ab initio gene predictors. Three rounds of training of the Augustus [64] and SNAP [65] gene predictors within MAKER were used to bootstrap to a high quality training set. RNA-seq data from *A. glabripennis* adult males and females was used to identify exon–intron boundaries. Finally, the pipeline used a nine-way homology prediction with human, *D. melanogaster*, and *Caenorhabditis elegans*, and InterPro Scan5 to allocate gene names. The automated gene set is available from the BCM-HGSC website (https://www.hgsc.bcm.edu/asian-long-horned-beetle-genome-project) and at the National Agricultural Library (https://i5k.nal.usda.gov).

### Community curation

The *A. glabripennis* genome was curated to improve the structural and functional annotations of genes and gene families of interest using the Web Apollo manual curation tool [66] (Additional file 1: Table S4; Additional file 2: Tables S5 and S6). Web Apollo is an interactive, web-based manual curation tool that visualizes user-generated annotation changes in real time, allowing remote collaboration on annotations. The *A. glabripennis* genome coordinator (D. McKenna, University of Memphis) organized a group of experts to manually curate genes or gene families of interest in Web Apollo. Web Apollo (https://apollo.nal.usda.gov/anogla/jbrowse/) tracked all evidence used for the MAKER gene predictions, as well as an additional RNA-seq dataset that was not used in the generation of the MAKER gene predictions. The manually curated models were inspected for quality, including overlapping models, internal stop codons within the coding sequence, gff3 formatting errors, and mixed transcript types within gene models. The quality-corrected models were then merged with the MAKER-predicted gene set to generate an official gene set (OGS), followed by post-processing to ensure curation information was transferred adequately. A full list of conditions for mRNA, gene, exon, and coding sequence is provided in Additional file 1: Table S5. All functional information was included in the OGS. Information on the *A. glabripennis* genome project is collated at the i5k Workspace [67] (https://i5k.nal.usda.gov/Anoplophora_glabripennis), and the genome, transcript, and protein sets can be searched via BLAST and browsed via the JBrowse genome browser [68] (https://apollo.nal.usda.gov/anogla/jbrowse). All manually curated genes and transcripts and their curation actions are provided in Additional file 2: Table S6. Additional details on annotation methods are provided in the Additional file 1.

### Assessing orthology and the quality of genome assembly and annotation

Orthology data from OrthoDB v8 [20] with a total of 87 arthropod species were analyzed to identify orthology and homology assignments of *A. glabripennis* genes with those of other beetles and representative species from six other insect orders. The gene sets of *A. planipennis* and *O. taurus* (unpublished data, manuscript in preparation; Fig. 2) were mapped to OrthoDB v8 orthologous groups (OGs) to include them in the analysis. The selected species include several that feed on plants and were partitioned into three species sets: five Coleoptera, five Lepidoptera/Diptera, and five outgroup insects. Arthropod OGs were queried with custom Perl scripts to identify OGs with genes from all three species sets (across 15 species), just two sets (across ten species), or restricted to a single set (across five species). To be considered shared, OGs were required to contain genes from at least two species in each set. For those shared among all three sets (a total of 7376 OGs), the numbers of single-copy and multi-copy orthologs were summed across all OGs for each species. Lineage-restricted genes without orthologs were assessed for significant homology (e-value <1e − 05) to other arthropod genes from OrthoDB or for significant homology (e-value <1e − 05) to genes from their own genomes (self-only homology). The completeness of the *A. glabripennis* genome assembly and annotated offical gene set (OGS) were assessed using BUSCOs [19]. We compared the results from *A. glabripennis* to those from 14 other insect genomes (Fig. 2b; Additional file 1: Figure S1). We used the Arthropoda gene set, which consists of 2675 single-copy genes that are present in at least 90 % of Arthropoda.

### Identification of bacterial to eukaryote HGTs

HGTs were identified as described in Wheeler et al. [23]. Briefly, we used BLASTN to compare genomic scaffolds against a bacterial database containing 1097 complete bacterial genome sequences downloaded from the National Center for Biotechnology Information (NCBI). Regions with significant bacterial identity (E value <1e − 5) were then compared to a second database containing representative animal genomes (see Wheeler et al. [23] for a list of animal species) obtaining a corresponding “animal” BLASTN E value score. If the animal E value score was less than the bacterial E value score the sequence was excluded as a slowly evolving highly conserved gene. Candidates were then further annotated manually for flanking eukaryotic genes and junctions between eukaryotic and bacterial sequences in the libraries. For glycoside hydrolases, the same methods were used, but we additionally simply BLASTed the genome using sequences of known, characterized PCWDEs found in phytophagous beetles [8–10], including *Apriona japonica* [7], a close relative of *A. glabripennis*.

### Differential expression analysis of *A. glabripennis* larvae feeding on sugar maple versus artificial diet

Five pairs of adult male and female *A. glabripennis* were allowed to maturation feed on fresh twigs collected from Norway maples (*Acer platanoides*, family Aceraceae) for two weeks. After this period, the beetles were allowed to mate and oviposit into potted sugar maple trees (*Acer saccharum*) maintained in a USDA-approved quarantine greenhouse for two weeks. The trees were harvested approximately 60 days after the eggs hatched and four third-instar larvae were collected. Four third-instar larvae feeding on an artificial diet [69] were also harvested. Larvae were surface sterilized, dissected, and their midguts were removed and frozen in liquid nitrogen. RNA was isolated, and ribosomal RNA was depleted from the sample using a Ribominus Eukaryotic Kit for RNA-seq (Life Technologies). The enriched mRNA was further poly(A) purified and multiplexed Illumina libraries were constructed using the TruSeq RNA Sample Prep kit (Illumina, San Diego, CA, USA). Samples were pooled and sequenced on a single Illumina HiSeq lane at the University of Delaware Biotechnology Institute (Newark, DE, USA) to generate approximately 13 million 101-nucleotide paired-end reads per sample. Forward reads were trimmed and quality filtered using ea-utils (https://expressionanalysis.github.io/ea-utils/) and high quality reads of at least 75 nucleotides in length were mapped to the *A. glabripennis* reference genome assembly using TopHat [70]. Read counts that mapped to each locus (version v0.5.3 annotations) were summed using HTSeq [71]; reads that spanned multiple features were summed using the union mode and reads that did not map uniquely to a single region in the genome were discarded. Differential expression analysis was performed using edgeR [72]. Features with less than ten mapped reads were removed from the analysis, read counts were normalized by quantile normalization, and variances were estimated using tagwise dispersions. Statistical analysis was performed using Fisher’s exact tests; features were flagged as differentially expressed if they had a log fold change greater than 1.0 and an adjusted *p* value of <0.05. Experiment-wise false discovery rate (FDR) was estimated at 0.05. The raw Illumina reads used for the differential expression analysis have been deposited into NCBI’s Sequence Read Archive (SRA) and are associated with Bioproject PRJNA279780. The read counts used to compute differential expression have been deposited in Gene Expression Omnibus (GEO) under the accession GSE68149.

### In vitro functional characterization of plant cell wall degrading enzymes

*A. glabripennis* larval samples were obtained from D. Lance (USDA-APHIS-PPQ). Larvae were chilled on ice and cut open; midguts from 1.5-month-old, 4-month-old, and 8-month-old larvae were collected and stored in an excess of RNA Later solution (Ambion) prior to shipping. RNA was subsequently isolated using the innuPREP RNA Mini Kit (Analytik Jena) according to the manufacturer’s protocol. Genomic DNA contamination was removed by DNAse treatment (TURBO DNAse, Ambion) for 30 min at 37 °C. Midgut RNA was further purified using the RNeasy MinElute Clean up Kit (Qiagen) following the manufacturer’s protocol and eluted in 20 μl of RNA storage solution (Ambion). Integrity and quality of the RNA samples were determined using the RNA 6000 Nano LabChip kit (Agilent Technologies) on an Agilent 2100 Bioanalyzer (Agilent Technologies) according to the manufacturer’s instructions.

Open reading frames encoding putative PCWDEs were amplified by PCR using gene-specific primers. The forward primer was designed to introduce a 5′ Kozak sequence, and the reverse primer was designed to omit the stop codon. Equal amounts of total RNA prepared from midguts either of 1.5-month-old or 4-month-old or 8-month-old larvae were pooled, and 1 μg total RNA from this pool was used to generate first-strand cDNAs using the SMARTer RACE cDNA Amplification Kit (BD Clontech) following the manufacturer’s instructions. These cDNAs were subsequently used as templates for PCR amplifications. PCR products were cloned into the pIB/V5-His TOPO/TA (Invitrogen) vector, in frame with a V5-(His)_6_ epitope at the carboxyl terminus. Constructs were transfected into insect *Sf*9 cells, which were grown to confluence, and expression of the recombinant proteins was validated as described previously [7]. Diffusion assays were performed using 1 % agarose Petri dishes in McIlvaine buffer (pH 5.0) containing one of the following substrates: 0.1 % carboxymethylcellulose (CMC, Sigma-Aldrich); 0.1 % beechwood xylan (Sigma-Aldrich); 0.1 % xyloglucan from tamarind seeds (Megazyme); 0.1 % pectin from citrus peels (Sigma-Aldrich); 0.1 % demethylated polygalacturonic acid (Megazyme). Enzyme activity was detected using a 0.1 % Congo Red solution as described previously [7].

TLC analysis of hydrolysis reaction products was also performed. The culture medium of transiently transfected cells was first dialyzed against distilled water at 4 °C for 48 h, using Slide-A-Lyzer Dialysis Cassettes with a 10-kDa cutoff, before being desalted with Zeba Desalt Spin Columns with a 7-kDa cutoff (both Thermo Scientific), according to the manufacturer’s instructions. Enzyme assays (20 μl) were set up using 14 μl of dialyzed and desalted crude enzyme extracts mixed with 4 μl of a 1 % substrate in solution in a 20 mM McIlvaine buffer (pH 5.0). For GH5-1 to -6, the following substrates were tested: carboxymethyl cellulose (CMC), avicel (suspension), beechwood xylan, and xyloglucan. For GH28s, the following substrates were tested: demethylated polygalacturonic acid and pectin from citrus peels. The activity of GH28s on 10 μg/μl aqueous solution of tri- and di-galacturonic acid was also tested. Enzyme assays were incubated and plates developed as described previously [7].

Amino acid alignments were carried out using MUSCLE version 3.7 on the Phylogeny.fr web platform (http://www.phylogeny.fr) [73] and were inspected and corrected manually when needed. Bayesian analyses were carried out in MrBayes 3.1.2 [74]. Two runs were conducted for the dataset showing agreement in topology and likelihood scores. To obtain support from a second independent method, maximum likelihood analyses were also performed using MEGA5 [75]. The robustness of each analysis was tested using 1000 bootstrap replicates.

### Comparative genomics of phytophagy and detoxification across Insecta

Gene families and subfamilies associated with phytophagy (particularly xylophagy) and polyphagy or detoxification were identified by searching for matches to relevant InterPro domains in the complete gene sets from the genomes of 15 exemplar insect species. These included five beetles (*A. glabripennis*, *D. ponderosae*, *T. castaneum*, *A. planipennis* (unpublished), and *O. taurus* (unpublished)); five basal insects (*Zootermopsis nevadensis* (dampwood termite, family Termopsidae), *Pediculus humanus* (human louse, family Pediculidae), *A. pisum*, *Apis mellifera* (honey bee, family Apidae), and *Nasonia vitripennis* (jewel wasp, family Pteromalidae)); two lepidopterans (*Plutella xylostella* (diamondback moth, family Plutellidae) and *Danaus plexippus* (monarch butterfly, family Nymphalidae)); and three dipterans (*Mayetiola destructor* (Hessian fly, family Cecidomyiidae), *D. melanogaster*, and *Anopheles gambiae* (African malaria mosquito, family Culicidae)). Protein domains were annotated with InterProScan5 [76] using the following domain libraries: PfamA-27.0, PrositeProfiles-20.97, SMART-6.2, SuperFamily-1.75, and PRINTS-42.0. The gene families examined included glycoside hydrolases, peptidases, esterases, cytochrome P450s, and UDP-glucosyltransferases.

The classifications based on InterPro domain counts were used only for those cases where the maximum gene count in a given species was greater than 5 (i.e., at least one species had a potential expansion of more than five genes). The orthology status of each of these identified genes was assessed using OrthoDB v8 [20] to determine if the gene was found as a single-copy ortholog, or with co-orthologs, or whether it showed homology to the domain but was not classified in any orthologous group. The results of the counts of each relevant domain type and the orthology status for the identified genes are given in Additional file 1: Tables S17–S26. Domains were selected for plotting from the complete list to avoid redundant domains (e.g., subfamilies rather than families and just one of N/C-terminal domains). For each gene family, the bar charts were plotted with largest subfamily at the bottom and smallest at the top, showing the counts for each subfamily per species (Additional file 1: Figures S18–S22). The orthology status of genes in the subfamily bar charts (i.e., those plotted and where at least one species has more than five genes) show the totals in each species partitioned into homologs and single-copy and multi-copy orthologs (Additional file 1: Tables S19–S23).

More information on methods is available in Additional file 1, and supporting scripts are available at https://github.com/NAL-i5K/AGLA_GB_supp-scripts.

## Additional files

Additional file 1: Supplementary figures, tables, methods, and other text.
Additional file 2: Large supporting tables.

# Supplementary material for: Genome of the Asian longhorned beetle (Anoplophora glabripennis), a globally significant invasive species, reveals key functional and evolutionary innovations at the beetle–plant interface
**Source:** Genome Biol. 2016 Nov 11;17:227. doi: 10.1186/s13059-016-1088-8
**Supplement:** Additional file 1: — Supplementary figures, tables, methods, and other text.

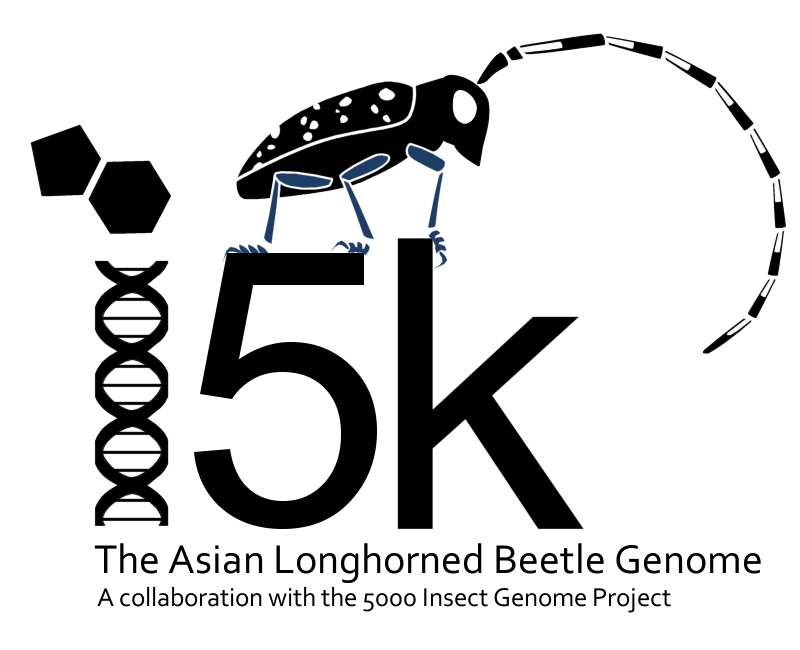

**SUPPLEMENTARY INFORMATION**

**(Additional File 1)**

(logo: R. Mitchell)

**The International Asian Longhorned Beetle Genome Consortium**

**SUPPLEMENTARY INFORMATION**

**I. General Features of the *Anoplophora glabripennis* Genome (Page 5)**

I.1 Genome size (S. Johnston)

I.2 DNA and RNA for sequencing (D.D. McKenna, D.R. Lance)

I.3 Genome sequencing and assembly (S. Richards, D.S.T. Hughes, S.C. Murali, J. Qu, S. Dugan, S.L. Lee H. Chao, H. Dinh, Y. Han, H. Doddapaneli, K.C. Worley, D.M. Muzny, R.A. Gibbs)

I.4 Automated gene annotation using Maker 2.0 (D.S.T. Hughes, S. Richards)

I.5 Community curation (M. Poelchau, C. Childers, C. Lee, H. Lin)

I.6 OrthoDB orthology, BUSCO assessment, and phylogenomic analysis (R. M. Waterhouse, P. Ioannidis, E. M. Zdobnov)

I.7 Genome organization and chromosome synteny (H. Blackmon, J. Demuth)

I.8 Candidate bacterial horizontal gene transfers and potential contaminating bacterial scaffolds (A. Dolan, C. Silva, J. Werren)

**II. Digestive Physiology and Specialized Phytophagy (Page 38)**

II.1 Plant cell wall and lignin degradation (R. Kirsch, Y. Pauchet)

II.2 Gene expression analysis of plant cell wall degrading enzymes (PCWDEs) in *A. glabripennis* larvae (E. Scully, K. Hoover, S. Geib)

II.3 *In vitro* functional characterization of *A. glabripennis* PCWDEs (R. Kirsch, A. Busch, Y. Pauchet)

II.4 Horizontal gene transfer and PCWDEs (Y. Pauchet)

**III. Detoxification and Polyphagy (Page 74)**

III.1 Cytochrome P450s (D.R. Nelson, S. Haddad)

III.2 UDP-glycosyltransferases (S. Ahn)

III.3 Carboxylesterases (E. Scully)

III.4 Myrosinase and cyanogenic β-glycosidase-like sequences (L. Kuhn, A. Ray, E. Scully)

III.5 Digestive proteinases (E. Scully)

**IV. Comparative Genomics of Phytophagy and Detoxification (Page 108)**

(R. M. Waterhouse, J. Duan, S. Geib, D. McKenna, A. Moczek, E. Scully)

**V. Sensory Biology: Olfaction, Gustation and Vision (Page 135)**

V.1 Chemoperception (H. Robertson, R. Mitchell, T. Bledsoe)

V.2 Vision (M. Friedrich, J. Jones)

**VI. Growth and Development (Page 144)**

VI.1 Bone morphogenic protein signaling pathway (J.A. Lynch, H. Quan, L. Cohen, D. Arsala, D. Pers)

VI.2 Germline genes (J.A. Lynch, H. Quan, L. Cohen, D. Arsala, D. Pers)

VI.3 Homeodomain transcription factors (Hox, Iro-C) (K.A. Panfilio, I.M. Vargas Jentzsch)

VI.4 Embryo and imaginal disc patterning genes (J.A. Lynch, H. Quan, L. Cohen, D. Arsala, D. Pers)

VI.5 Dorso-ventral fate specifying factors (J J.A. Lynch, H. Quan, L. Cohen, D. Arsala, D. Pers)

VI.6 Nuclear receptors (S.R. Palli)

VI.7 Toll pathway (J J.A. Lynch, H. Quan, L. Cohen, D. Arsala, D. Pers)

VI.8 RNAi pathway (S. Geib, B. Calla)

VI.9 Cuticular proteins (A.J. Rosendale, J.B. Benoit; K.A. Panfilio)

VI.10 DNA methylation (K.M. Glastad, M.A.D. Goodisman)

**VII. Diapause and Stress Tolerance (Page 179)**

(G. Yocum, A.K. Bennett, J.H. Bowsher, J.M. Johnson, J.P. Rinehart, R.L. Roehrdanz, A.C. Torson)

**VIII. Life Cycle (Page 181)**

**IX. Supplemental References (Page 183)**

Mention of trade names or commercial products in this publication is solely for the purpose of providing specific information and does not imply recommendation or endorsement by the U.S. Department of Agriculture. USDA is an equal opportunity provider and employer.**I. General Features of the *Anoplophora glabripennis* Genome**

**I.1 Genome size**

**Contributor: J. Spencer Johnston (**Texas A & M University, Department of Entomology)

**Summary**

The genome size of *Anoplophora glabripennis* was estimated from 10 individuals (five males, five females) and is reported as the theoretical average genome size of a gamete (represented as the quantity 1C), and expressed as 1C +/- 1 standard error. In general, 1C is the actual gametic size for the homogametic sex (female). For the heterogametic sex (male), it is calculated as the average between the X-bearing and the Y-bearing (or lack of X in an X/O system) gamete. To determine the genome size difference between the X-bearing and the Y bearing gamete, the difference is then taken between the 2C female (2A XX) and the 2C male (2A XY).

Graduate students in the L. Hanks Laboratory (University of Illinois at Urbana-Champaign) collected the *A. glabripennis* specimens from the site of the Chicago infestation. Methods for estimating genome size followed those in [1]. Briefly, we combined neural tissue from the head of an *A. glabripennis* sample with the intact head of a *Drosophila virilis* standard (1C = 328 Mbp) in a 2ml Dounce tissue grinder with 1ml of Galbraith buffer. The combined tissues were ground with 15 strokes of the "B" pestle and filtered through a 40u nylon filter, then stained in the cold and dark for at least 20 minutes with 25 mg of propidium iodide. The relative fluorescence of the stained DNA in the diploid nuclei of both the sample and the standard was scored using a Partec Cyflow flow cytometer, with green laser excitation set at 532nm and with a long pass filter (> 590 nm). The quantity of DNA was scored as the ratio of the mean fluorescence of the sample (plus standard) multiplied by the amount of DNA in the standard, and is expressed as 1C = the amount of DNA in a gamete.

For our samples, the difference in genome size between the X-bearing and Y-bearing gametes was 21.5 Mbp. The average male genome size was 1C = 970.6 +/- 2.5 Mbp and, as excepted, was smaller than the average female genome size of 1C = 981.4 +/- 3.5 Mbp. The female genome size of *A. glabripennis* is well within the female genome size range of other known long-horned beetles (Cerambycidae). These include values for another 7 species and average 864 Mbp and range from 1C = 497 Mbp for a *Phymatodes testaceus* female to 1C = 1282 Mbp for an *Anelaphus moestus* female. The larger standard error for the female genome size reflects a single, unusually smaller value of 1C = 969.9 Mbp for one of our samples. Excluding this value, the average female genome size increases and has a smaller standard error (1C = 984.3 +/- 2.6 Mbp; *n* = 4). However, we prefer the smaller estimate of 981.4 Mbp because it accounts for an apparently widespread, though poorly understood feature of coleopteran genomes (but not those of other insect orders), in which female genome size ranges frequently overlap those of males (but not vice versa). In our study, and those of other coleopteran genomes, sex determination is known to have been accurate (this being morphologically trivial in those cases) and so we are confident that the exceptional female genome size in our study is nevertheless an accurate sample point. This anomalous feature of coleopteran genomes may indicate the presence of widespread female sex chromosome heterogeneity within the order, and future work into this genomic characteristic is warranted.

**I.2** **DNA and RNA for sequencing**

**Contributors**

**Duane D. McKenna** (University of Memphis, Department of Biological Sciences)

**David R. Lance** (United States Department of Agriculture, Animal and Plant Health Inspection Service, Plant Pest and Quarantine, Center for Plant Health Science and Technology, Otis Laboratory)

**Summary**

The specimens sequenced for this project were live-frozen at -80 °C or in liquid nitrogen, shipped on dry ice from the laboratory of D. Lance to D. McKenna, and stored at -80 °C until used for DNA and RNA extraction. The beetles used (a larva for DNA, a larva and male and female adults for RNA) were from a “mixed colony,” containing beetles collected from the Chicago, IL, Brooklyn, NY, and Worcester, MA infestations. DNA was extracted from a single female larva (see section II.2) using the Omniprep column-free DNA extraction kit from G-Biosciences Inc. (<http://www.gbiosciences.com/OmniPrep-desc.aspx>; St. Louis, MO). The larva was cut into several pieces while frozen at -80C and dissected to remove the head, terminus and gut. DNA was extracted from the remains of the larva in 4 separate extraction tubes because of the large volume of tissue used, and pooled after extraction. We extracted DNA from a larva because in our experience larvae produced larger DNA fragments, on average, than extractions from adults. The manufacturer’s extraction protocol was followed, except that we incubated with proteinase K for 6 hours. The resulting genomic DNA was run on a 1% agarose gel, treated with RNAse, and quantified via Qubit (Life Technologies Inc.; Grand Island, NY) (Table S1). RNA was extracted using the Qiagen RNeasy Mini Kit (Qiagen Inc.; Valencia, CA) following the manufacturer’s instructions.

Additional RNA-Seq data (used to assist with manual annotation) were obtained from larvae in the Hoover lab (The Pennsylvania State University; PSU). Specifically, tissue from a pool of four whole *A. glabripennis* larvae (reared in sugar maple in the PSU quarantine greenhouse) was macerated and RNA was extracted using the PowerMicrobiome RNA Isolation Kit (MoBio, Carlsbad, CA).

**Table S1. DNA and RNA used for RNAseq and DNA sequencing.**

**I.3 Genome sequencing and assembly**

**Contributors**

**Stephen Richards**, **Daniel S.T. Hughes, Shwetha C. Murali, Jiaxin Qu, Shannon Dugan, Sandra L. Lee, Hsu Chao, Huyen Dinh, Yi Han,** **HarshaVardhan Doddapaneli, Kim C. Worley,** **Donna M. Muzny and** **Richard A. Gibbs** (Baylor College of Medicine, Department of Human and Molecular Genetics, Human Genome Sequencing Center)

**Summary**

We used an enhanced Illumina-ALLPATHS-LG sequencing and assembly strategy (see Table S2 for a summary of software used). We sequenced four libraries of nominal insert sizes 180 bp, 500 bp, 3 kb and 8 kb at genome coverages of 59.7X, 45.8X, 58.7X and 20.5X respectively (assuming a 710 Mb genome size). These raw sequences have been deposited in the NCBI SRA; the accessions are shown in Table S3, BioSample ID: SAMN02222868.

To prepare the 180 bp and 500 bp libraries, we used a gel-cut paired end library protocol. Briefly, 1 µg of DNA was sheared using a Covaris S-2 system (Covaris, Inc. Woburn, MA) using the 180-bp or 500-bp program. Sheared DNA fragments were purified with Agencourt AMPure XP beads, end-repaired, dA-tailed, and ligated to Illumina universal adapters. After adapter ligation, DNA fragments were further size-selected by agarose gel and PCR-amplified for 6 to 8 cycles using Illumina P1 and Index primer pair and Phusion® High-Fidelity PCR Master Mix (New England Biolabs). The final library was purified using Agencourt AMPure XP beads and quality was assessed by Agilent Bioanalyzer 2100 (DNA 7500 kit), determining library quantity and fragment size distribution before sequencing.

Long mate pair libraries with 3 kb and 8 kb insert sizes were constructed according to the manufacturer’s protocol (Mate Pair Library v2 Sample Preparation Guide art # 15001464 Rev. A PILOT RELEASE). Briefly, 5 µg (for 3 kb gap size library) or 10 µg (8 kb gap size library) of genomic DNA was sheared to desired size fragments by Hydroshear (Digilab, Marlborough, MA), then end-repaired and biotinylated. Fragment sizes between 3 - 3.7 kb (3 kb) or 8-10 kb (8 kb) were purified from 1% low melting agarose gel and then circularized by blunt-end ligation. These size-selected circular DNA fragments were then sheared to 400-bp (Covaris S-2), purified using Dynabeads M-280 Streptavidin Magnetic Beads, end-repaired, dA-tailed, and ligated to Illumina PE sequencing adapters. DNA fragments with adapter molecules on both ends were amplified for 12 to 15 cycles with Illumina P1 and Index primers. Amplified DNA fragments were purified with Agencourt AMPure XP beads. Quantification and size distribution of the final library was determined before sequencing as described above.

Sequencing was performed on Illumina HiSeq 2000s generating 100 bp paired end reads. Reads were assembled using ALLPATHS-LG (v35218) [2] and further scaffolded and gap-filled using in-house tools Atlas link (v.1.0) and Atlas gap-fill (v.2.2) (https://www.hgsc.bcm.edu/software/). This yielded an assembly of size 710 Mb with contig N50 of 16.5 kb and scaffold n50 of 659 Mb. The assembly has been deposited in the NCBI: BioProject PRJNA167479.

**Table S3. Sequencing, assembly, annotation statistics, and accession numbers.**

**I.4 Automated gene annotation using Maker 2.0**

**Contributors**

**Daniel S.T. Hughes and** **Stephen Richards** (Baylor College of Medicine, Department of Human and Molecular Genetics, Human Genome Sequencing Center)

**Summary**

The *Anoplophora glabripennis* genome was subjected to automatic gene annotation using a Maker 2.0 annotation pipeline tuned specifically for arthropods. The pipeline was designed to be systematic, providing a single consistent procedure for annotation of the genome assemblies for species in the pilot study, and scalable to handle 100’s of genome assemblies. Both protein and RNA-seq evidence from extant arthropod gene sets were used to guide gene models. The core of the pipeline was a Maker 2 instance, modified slightly to enable efficient running on our computational resources [3]. The genome assembly was first subjected to de-novo repeat prediction and CEGMA analysis to generate gene models for initial training of the ab-initio gene predictors. Three rounds of training of the Augustus [4] and SNAP [5] gene predictors within Maker were used to bootstrap to a high quality training set. Input protein data included 1 million peptides from a non-redundant reduction (90% identity) of Uniprot Ecdysozoa (1.25 million peptides) supplemented with proteomes from eighteen additional species (*Strigamia maritima, Tetranychus urticae, Caenorhabditis elegans, Loa loa, Trichoplax adhaerens, Amphimedon queenslandica, Strongylocentrotus purpuratus, Nematostella vectensis, Branchiostoma ﬂoridae, Ciona intestinalis, Ciona savignyi, Homo sapiens, Mus musculus, Capitella teleta, Helobdella robusta, Crassostrea gigas, Lottia gigantea,* and *Schistosoma mansoni*) leading to a final nr peptide evidence set of 1.03 million peptides. RNAseq from *A. glabripennis* adult males and females was used judiciously to identify exon-intron boundaries but with a heuristic script to identify and split erroneously joined gene models. We compared to a standard set of models for QC purposes: for *A. glabripennis*, of 1977 single copy ortholog gene models available in all arthropods prior to the BCM-HGSC i5K pilot project, 1947 were found in the assembly, and 1920 in the final predicted gene set. Finally, the pipeline used a nine-way homology prediction with human, *Drosophila melanogaster* and *C. elegans*, and InterPro Scan5 to allocate gene names. The automated gene set is available from the BCM-HGSC website (https://www.hgsc.bcm.edu/asian-long-horned-beetle-genome-project) and at the National Agricultural Library (<https://i5k.nal.usda.gov>).

**I.5 Community curation**

**Contributors**

**Monica F. Poelchau and** **Christopher Childers** (USDA-ARS National Agricultural Library)

**Chien-Yueh Lee and** **Han Lin** (USDA-ARS National Agricultural Library, National Taiwan University, Graduate Institute of Biomedical Electronics and Bioinformatics)

**Author contributions:**

M.F.P. performed post-processing of the OGS, contributed to the design of gff-cmp-cat, and wrote this section; C.C. implemented and maintained Web Apollo, and contributed to the design of gff-cmp-cat; C.-Y. L. and H.L. designed and ran software.

**Summary**

The *Anoplophora glabripennis* genome was curated to improve the structural and functional annotations of genes and gene families of interest using the Web Apollo manual curation tool [6]. Through this process we curated a total of 1,144 gene models encompassing 1,168 mRNAs and 66 pseudogenic transcripts. Two hundred thirty eight [238] mRNAs and 66 pseudogenic transcripts were newly added (Table S4), and 1 mRNA was removed without replacement. We created an official gene set (OGS) by merging the computationally predicted genes with the manual curations. We then developed a program that categorizes the structural changes between the predicted and curated genes. There was no evident bias towards any type of structural annotation change in the manually curated genes, suggesting that the computational gene prediction method did not carry any strong biases. Nevertheless, a substantial number of new genes were added during the manual curation process, most of which were chemoreceptors.

**Manual curation methods**

The *A. glabripennis* genome coordinator (D. McKenna) organized a group of experts to manually curate genes or gene families of interest in Web Apollo [6]. Web Apollo is an interactive, web-based manual curation tool that visualizes user-generated annotation changes in real time, allowing annotators to collaborate on annotations remotely following specific conditions for a curated gene. Annotators were provided an annotation guide (<http://genomearchitect.org/web_apollo_user_guide>), a set of standard operating procedures to adhere to (<https://i5k.nal.usda.gov/content/rules-web-apollo-annotation-i5k-pilot-project>), and offered optional training via webinar from the Web Apollo development team. The featured Web Apollo installation (<https://apollo.nal.usda.gov/anogla/jbrowse/>) keeps track of all evidence used for the MAKER gene predictions, as well as an additional RNA-Seq dataset that was not used in the generation of the MAKER gene predictions (contributed by E. Scully). Custom scripts were developed to convert RNA-Seq alignments to bigwig format for better display purposes (<https://github.com/hotdogee/bam_to_bigwig>). One annotator (D. Nelson) generated protein sequences that were aligned to the *A. glabripennis* genome via a custom modification of the exonerate protein2genome algorithm [7] that renders output in gff3 format (available on GitHub, <https://github.com/hotdogee/exonerate-gff3>. command line: exonerate -q queryfile -t targetfile --model protein2genome --querytype protein --targettype dna --showvulgar no --showalignment no --showtargetgff yes --showcigar no --minintron 20 --maxintron 30000 --geneseed 150 --score 250 --verbose 0 --gff3 yes). Each alignment was uploaded to Web Apollo and subsequently visually inspected and corrected.

After the curation period had ended, the manually curated models were inspected for quality, including overlapping models, internal stop codons within the CDS, gff3 formatting errors, and mixed transcript types within gene models. The quality-corrected models were then merged with the MAKER-predicted gene set to generate an Official Gene Set v1.2 using a custom script (D. Hughes) followed by post-processing to ensure curation information was transferred adequately.

**Evaluation of the manual curation process**

To generate a comprehensive list of manual curation actions, we developed a program (gff-cmp-cat, https://github.com/chienyuehlee/gff-cmp-cat) that 1) finds overlapping features at the gene, mRNA, exon and CDS level and 2) independently identifies the number of added, deleted, merged, split, extended, reduced, and otherwise changed genes and mRNAs in the manually curated gene set. A key assumption is that the predicted gene models do not have multiple isoforms. The program calculates the differences between overlapping genes and mRNAs between two gff3 files of gene annotations from the same genome assembly. For this analysis, the first file was the Maker set of computationally predicted genes (predicted file), and the second file contained the manual curations (curated file). Once loaded, the differences between overlapping genes and mRNAs from the predicted file to the curated file were calculated. The differences are categorized into nine ‘action’ types, described in Additional file 2: Table S5 in the Large Supplementary Tables excel file.

**Manual curation results**

Twenty four active annotators curated a total of 1,144 gene models encompassing 1,168 mRNAs and 66 pseudogenic transcripts. Two hundred and thirty eight [238] mRNAs and 66 pseudogenic transcripts were newly added (Table S4), and 1 mRNA was removed without replacement. The majority of added gene models were from the Odorant receptor, Gustatory receptor, and Ionotropic receptor families (see *Chemoperception*). After manual curation, there were 214 extended and 260 reduced mRNAs, and 68 mRNAs with internal CDS or exon coordinate changes that did not affect the boundaries of the model. Additionally, 109 of the curated mRNAs resulted from split computational models, and 61 curated mRNAs resulted from merges, indicating similar numbers of split and merge actions. Three hundred and twelve [312] mRNAs were left unchanged at the sequence level, but functional information was added, including names, symbols, descriptions, PubMed references, Gene Ontology categories, cross-references to other genes, and other comments explaining annotation actions as necessary. All functional information was included in OGS v1.2. Information on the *A. glabripennis* genome project is also collated at the i5k Workspace [8] (<https://i5k.nal.usda.gov/Anoplophora_glabripennis>), and the genome, transcript and protein sets can be searched via BLAST and browsed via the JBrowse genome browser [9] (<https://apollo.nal.usda.gov/anogla/jbrowse>). We provide a summary of all manually curated genes and transcripts and their curation actions as Additional file 2: Table S6.

**Discussion**

The purpose of the manual curation effort was not to comprehensively evaluate the MAKER gene predictions, but for curators to individually improve their genes of interest. Our detailed classification of the changes between the computationally predicted and manually curated genes allows us to make some general observations about the curation process. Assuming that the manually curated genes improved the computational predictions, there was no bias towards any type of sequence modification. This suggests that the computational gene prediction method used did not have strong biases itself. A substantial change to the dataset was the addition of gene models: 216 genes and 238 mRNAs were added to the dataset, the majority of which [225/239] were odorant, gustatory, and ionotropic receptors (see *Chemoperception*). Chemoreceptors tend to have highly specific expression patterns [10, 11], often leading to low RNA-Seq support. In addition, these gene families often diverge rapidly [12, 13], so evidence from protein alignments for computational gene prediction programs is often lacking. These two factors likely contributed to the poor prediction of these gene families by the MAKER program [14, 15].

**Table S4**. **Number of modifications performed during the manual curation process for different feature types of the *A. glabripennis* genome assembly v1.2.** Calculations for the ‘Action type’ are explained in the supplementary text.

**Table S5.** **Descriptions of the conditions that need to be met for a curated gene, mRNA, exon, or CDS to be marked with an 'action type'.**

Due to its size, this table has been moved to the supplementary excel file entitled “AdditionalFile 2_04Aug2016”.

**Table S6. A summary of all curated genes, pseudogenes, mRNAs, and pseudogenic transcripts, and their curation actions**.

Due to its size, this table has been moved to the supplementary excel file entitled “AdditionalFile 2_04Aug2016”.

**SI.6 OrthoDB orthology, BUSCO assessment, and phylogenomic analysis**

**Contributors**

**Robert M. Waterhouse** (Department of Genetic Medicine and Development, University of Geneva Medical School, Geneva, Switzerland; Swiss Institute of Bioinformatics, Geneva, Switzerland; Computer Science and Artificial Intelligence Laboratory, Massachusetts Institute of Technology, Cambridge, MA, USA; The Broad Institute of MIT and Harvard, Cambridge, MA, USA)

**Panagiotis Ioannidis & Evgeny M. Zdobnov** (Department of Genetic Medicine and Development, University of Geneva Medical School, Geneva, Switzerland; Swiss Institute of Bioinformatics, Geneva, Switzerland)

**Summary**

Species selection:

**5 beetles:** AGLAB *Anoplophora glabripennis* (Asian longhorned beetle, this study)*,* DPOND *Dendroctonus ponderosae* (mountain pine beetle) [16]*,* TCAST *Tribolium castaneum* (red flour beetle) [17]*,* APLAN *Agrilus planipennis* (emerald ash borer)*,* OTAUR *Onthophagus taurus* (taurus scarab dung beetle).

**5 basal insects:** ZNEVA *Zootermopsis nevadensis* (dampwood termite) [18]*,* PHUMA *Pediculus humanus* (human body louse) [19]*,* APISU *Acyrthosiphon pisum* (pea aphid) [20]*,* AMELL *Apis mellifera* (honey bee) [21, 22]*,* NVITR *Nasonia vitripennis* (parasitoid jewel wasp) [23].

**5 lepidopterans-dipterans:** PXYLO *Plutella xylostella* (diamondback moth) [24]*,* DPLEX *Danaus plexippus* (monarch butterfly) [25]*,* MDEST *Mayetiola destructor* (hessian fly) [26]*,* DMELA *Drosophila melanogaster* (fruit fly) [27]*,* AGAMB *Anopheles gambiae* (malaria mosquito) [28].

**Orthology methods:** Orthology data from OrthoDB v8 [29] with a total of 87 arthropod species were analyzed to identify orthology and homology assignments of *Anoplophora glabripennis* genes with those of other beetles and representative species from six other insect orders. The gene sets of *Agrilus planipennis* and *Onthophagus taurus* were mapped to OrthoDB v8 orthologous groups to include them in the analysis. The selected species include several that feed on plants and were partitioned into three species sets as described above. Arthropod orthologous groups (OGs) were queried with custom Perl scripts to identify OGs with genes from all three species sets (across 15 species), just two sets (across 10 species), or restricted to a single set (across 5 species). To be considered shared, orthologous groups were required to contain genes from at least two species in each set. For those shared among all three sets (a total of 7’376 OGs), the numbers of single-copy and multi-copy orthologs were summed across all OGs for each species. Lineage-restricted genes without orthologs were assessed for significant homology (e-value <1e-05) to other arthropod genes from OrthoDB or for significant homology (e-value <1e-05) to genes from their own genomes (self-only homology).

**Orthology Results (Fig. 3, main paper):**

- *A. glabripennis* has a conserved core of 5,029 orthologs shared across all 15 insects (purple)
- *A. glabripennis* has a high number (6,880) of widespread orthologs (green) – maintained single-copy ancient genes (3,346, dark green), and maintained duplicated ancient genes (3,534, light green), although *A. pisum* has many more maintained duplicated ancient genes (8,779)
- Beetles maintain more ancient orthologs than the more derived Diptera and Lepidoptera: beetles-outgroup exclusive = 456 OGs compared with lep+dip-outgroup exclusive = 290 OGs
- Of the 5 beetles, *A. glabripennis* has the highest number of lineage-specific genes (5,229), although the fraction with no homology is small (1,003), e.g. *T. castaneum* has more unrecognizable genes (2,516).

Of the 4,019 *A. glabripennis* that lack orthology support, 2,789 showed significant homology (e-value <1e-05) to other arthropod genes from OrthoDB and a further 227 showed significant homology to genes from their own genomes (self-only homology). These are likely to be gene copies that have diverged beyond recognition for confident orthology assignments. Genes lacking orthology are also supported with matches to InterPro domains (1,022 genes) and with expression evidence from mapped RNA-seq transcripts (548). In addition, although the proteins without orthologs are expectedly generally shorter than those with orthology (mean amino acids 181 versus 419), the vast majority (3,643) are multi-exonic genes (mean exons for no-orthology genes = 3.24 versus 4.82 for genes with orthologs). Thus while some of the *A. glabripennis* genes without orthology support might be gene fragments or spurious *ab initio* predictions, the majority of the genes do show evidence of being true genes.

**Phylogenomic analysis (Fig. 2, main paper)**

For the phylogenomic analysis, we obtained 523 single-copy orthologs from OrthoDB [29], in order to build a concatenated phylogenetic tree with RAxML [30]. Briefly, a multiple sequence alignment was performed using muscle [31] for each orthologous group, separately. Then, the resulting alignments were trimmed using trimAl [32] with parameters “-w 3 -gt 0.95 -st 0.01”. The trimmed alignments were concatenated using the “seqret” program from the EMBOSS suite [33]. This concatenated alignment was used to build the phylogeny using RAxML 7.6.6 with the PROTGAMMA model of amino acid substitutions and 100 bootstrap replicates. The final tree was edited with TreeGraph 2.4 [34], Dendroscope 3.2.8 [35] and InkScape 0.9.1.

**BUSCO-based quality assessment (Fig. S1)**

For evaluating the quality of the *A. glabripennis* assembly we used the Benchmarking Universal Single-Copy Orthologs (BUSCO) [36] and assessed both the genome as well as the set of predicted genes. We used the Arthropoda gene set, which consists of 2,675 single-copy genes that are present in at least 90% of Arthropoda. The results show that has a completeness around average for Coleoptera, with the exception of the red flour beetle *T. castaneum*, which ranks higher. It is also worth noting that the number of missing genes from the official gene set (OGS) is relatively high in *A. glabripennis* as well as in the other beetles, except *T. castaneum*. This is in contrast with all other arthropods in which the missing genes are considerably less, except in the case of the diamondback moth, *P. xylostella*. However, when the results from the *A. glabripennis* OGS are compared to those obtained from the genome sequence, it is evident that the number of missing genes is reduced. This means that certain genes were missed during gene annotation.

**Figure S1. BUSCO analysis based on official gene sets (OGSs) and genome sequences.** The results show that the *A. glabripennis* OGS has about the same level of completeness as the other Coleoptera. Examining the genome sequence, however, shows that there are certain genes that were probably missed during gene annotation. The 2,675 BUSCOs at the Arthropoda level were used for the analysis. For each species, the bottom bar in the histogram shows the OGS-based results, whereas the top bar shows the genome-based results. The different orders of Holometabola have been colored as in Fig. 2 in the main paper. Species names abbreviations are the same as those used in Fig. 2 in the main paper (note that Dpule in the figure here is excluded from Fig. 2b in the main paper).

**
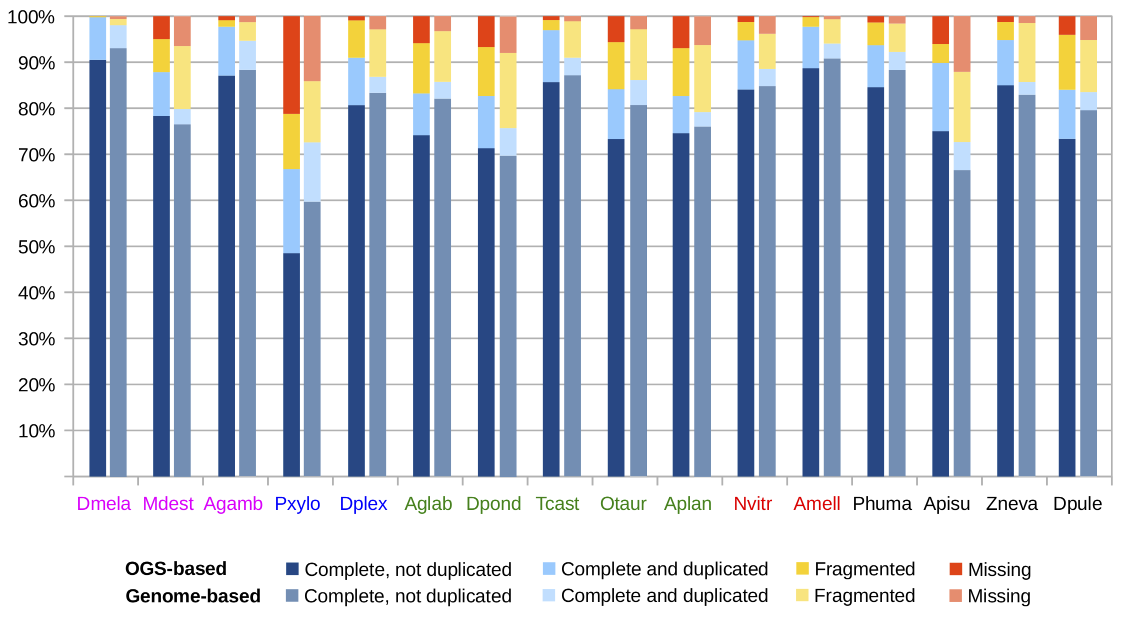
**

**I.7 Genome organization and chromosome synteny**

**Contributors**

**Heath Blackmon and Jeff Demuth (**University of Texas at Arlington, Department of Biology)

**Summary**

Mapping the assemblies of *Anoplophora glabripennis* and *Dendroctonus ponderosae* to the chromosomes of *Tribolium castaneum* reveals that amid overall widespread conservation of chromosome synteny, many smaller scale genome rearrangements have occurred (Fig. S2). In *A. glabripennis* at least 364 genes have experienced interchromosomal translocations. Further, based on ancestral genome reconstruction, we infer that a minimum of 408 total chromosomal rearrangements have occurred in *A. glabripennis* since its most recent common ancestor with the other two species. The most striking rearrangement is a 1.84 Mbp translocation from “chromosome 3” to “chromosome 4” containing 31 genes.

Although a lack of genetic linkage analyses in *A. glabripennis* and *D. ponderosae* limit the scope of our inferences based on mapping to *T. castaneum* (e.g., we cannot identify chromosomal fissions necessary to explain the n=9 to n=11 transition), the homology assignment between *T. castaneum* and the other species begins to lay the foundation for a standardization of the nomenclature for beetle chromosomes. This is valuable for situations like those we see in *D. ponderosae* where the homolog of chromosome 4 appears to be highly degenerated, suggesting that it is now part of the neo sex chromosomes.

**Methods.**

We used the *T. castaneum* version 3.0 assembly and gene annotations to identify genes that could be used as potential markers for synteny analysis of the *A. glabripennis* and *D. ponderosae* genomes. For inclusion in the analysis, we required confident orthology assignment and sufficient neighboring marker information to unambiguously assign synteny of chromosomal blocks. Orthology was inferred by reciprocal best blast hit (tblasx) [37] and filtered to remove matches with bit scores less than 100. We then evaluated whether there was sufficient consistency among markers on each *A. glabripennis* and *D. ponderosae* scaffold to unambiguously assign to a single chromosome in the *T. castaneum* assembly. To do this, we first numbered each marker according to its orthologous origin in *T. castaneum* (chromosome number and relative position). Next, for each scaffold in *A. glabripennis* and *D. ponderosae* we counted the number of markers from each orthologous *T. castaneum* chromosome. If the most common chromosome number on the scaffold was encountered more frequently than expected by chance given the total number of markers on the scaffold (binomial probability less than 0.01), we assigned the scaffold to the most common chromosome number. Finally, we ordered the assigned scaffolds based on their marker positions in the *T. castaneum* genome. Cross-species synteny was visualized using R [38]

To quantify the amount of genome rearrangement necessary to explain the patterns of synteny across the three genomes, we used the program smallPhylogeny [39] to perform ancestral genome reconstruction. Using the set of genes present in the assigned scaffolds, smallPhylogeny reconstructs the most parsimonious intermediate genome shared by *T. castaneum*, *A. glabripennis* and *D. ponderosae*. The program computes the minimum number of events (translocations, inversions, fusions, and fissions) required to convert each of the three genomes into an ancestral genome shared by the three extant species. Since smallPhylogeny accounts for changes in the strand on which a gene is found we also polarized the strand information in *A. glabripennis* and *D. ponderosae* to minimize differences in relation to *T. castaneum*.

We identified 2,447 and 2,984 orthologous marker genes for assignment of chromosome synteny in the *A. glabripennis* and *D. ponderosae* assemblies, respectively. Based on these markers we assigned 132 *A. glabripennis* scaffolds and 98 *D. ponderosae* scaffolds to their orthologous *T. castaneum* chromosomes. Since our mapping approach requires multiple genes to be assembled on a scaffold, larger scaffolds are more readily assigned homology to a *T. castaneum* chromosome. This is reflected in the mean size of assigned scaffolds. In the *A. glabripennis* assembly the mean scaffold size is 67 kb while the mean size of assigned scaffolds is 1.3 Mb; In the *D. ponderosae* assembly the mean scaffold size is 30 kb while the mean assigned scaffold is 1.2 Mb. Fragmented assemblies resulted in 2821 markers on 1003 scaffolds in *A. glabripennis* and 659 markers on 582 scaffolds in *D. ponderosae* that could not be assigned unambiguously to a *T. castaneum* chromosome. In total, 160MB (23%) and 117Mb (46%) of the *A. glabripennis* and *D. ponderosae* assemblies are assigned to homologous *T. castaneum* chromosomes.

Results & DIscussion.

The presence of markers within a scaffold that are inconsistent with its assigned chromosome is a clear signature of interchromosomal translocation. In *A. glabripennis* 14.8% (364 of 2,447) of markers show this signature (*D. ponderosae* = 17.4%; 520 of 2,984 markers). Ancestral genome reconstruction using smallPhylogeny [39] identifies 837 genes that can be positionally assigned in the most recent common ancestor of the three species. To explain the current organization of these genes across the three species requires 364 (*T. castaneum*), 408 (*A. glabripennis*), and 483 (*D. ponderosae*) chromosomal rearrangements on the respective branches (Fig. S2). Because these estimates are influenced by branch length and assembly quality, we repeated the analysis with an additional four unpublished but publicly available genome assemblies (*T. confusum, T. madens, T. freemani,* and *Onthophagus taurus*). Including the additional species reduces to 237 the number of markers that can be unambiguously assigned in the ancestor. However, the result of this additional analysis showed the same pattern; the branch leading to *A. glabripennis* has experienced fewer rearrangements (57) than has the branch leading to *D. ponderosae* (77).

Because we cannot at this time separate genome assembly contig scaffolding error from chromosomal re-arrangement this analysis should be thought of as initial with the scaffolds requiring orthoganol validation. However, the error mode of the scaffolding algorthyms used is to break scaffolds when un-certain, so we expect that the majority of identified chromosomal re-arrangements are correct.

Since we sequenced this genome from a larva, and since holometabolous insect larvae typically cannot be reliably sexed using morphological characters, we undertook an analysis of read depth to look for a peak showing reads mapping to the X chromosome (indicative of sequencing a male). Based on this analysis (Fig. S3), it is clear that we sequenced a female. The *A. glabripennis* figure shows no secondary peak indicating an X chromosome – hence it looks to have an equal X: autosome ratio, as expected for a female.

**Figure S2. Synteny among three beetle genomes.** Each marker gene that could be unambiguously assigned from the *A. glabripennis* or *D. ponderosae* genome scaffolds to an orthologous *T. castaneum* chromosome position is represented by an individual vertical line. Lines are color-coded based on their *T. castaneum* orthologous chromosome of origin. For clarity, gaps between markers are not shown, but scaling to base pairs (rather than marker number) does not affect the interpretation since gaps are similarly distributed among chromosomes (data not shown). Numbers below each beetle indicate the haploid autosome number and sex chromosome system. Y-chromosomes are not available since the specimen of *A. glabripennis* sequenced was a female. Branches on the phylogeny indicate the number of rearrangements necessary to explain genome organization since the three species’ most recent common ancestor.

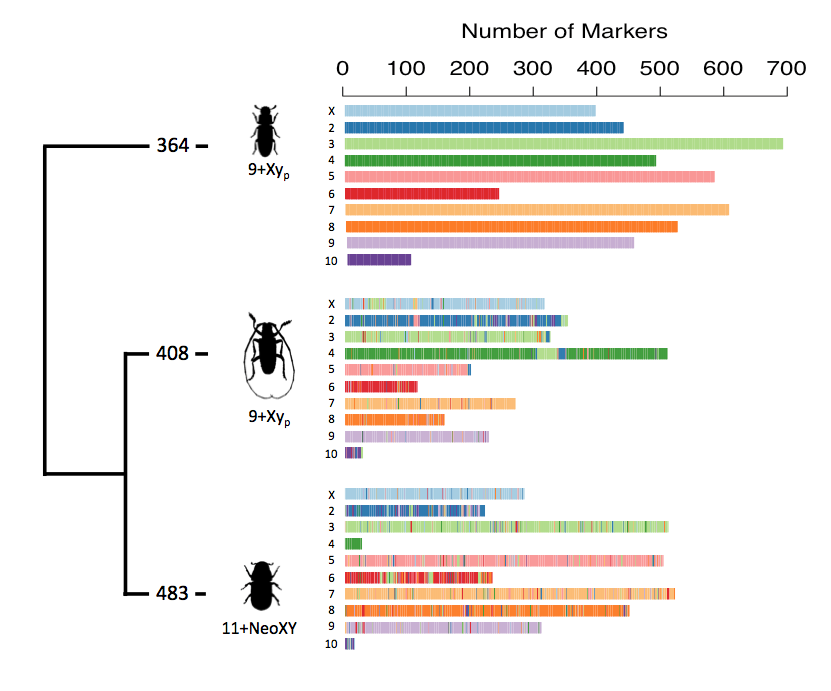

*D. ponderosae*

*T. castaneum*

*A. glabripennis*

**Figure S3. Analysis of read depth for *Anoplophora glabripennis.*** The lack of a secondary peak (which indicates the presence of an X chromosome) is consistent with having sequenced a female.

**I.8 Candidate bacterial horizontal gene transfers and potential contaminating bacterial scaffolds (**GH family genes are discussed separately**)**

**Contributors**

**Amanda Dolan, Christian Silva and John H. Werren** (University of Rochester, Department of Biology)

**Genome File Name**: Agla_Bt103082013.genome.fa downloaded from the I5K Baylor FTP website

**Summary**

*Non-glycosyl hydrolase HGT Candidates*

For *Anoplophora glabripennis*, 16 Horizontal Gene Transfer (HGT) candidates from bacteria were found using computational methods and confirmed by subsequent manual annotation. Of these, 5 have strong support based on the presence of eukaryotic or *A. glabripennis* flanking gene(s) and a large difference between prokaryotic and eukaryotic NBCI blast e-values and bitscores. Of the 5 strong HGT candidates, 4 were from bacteria most closely related to *Wolbachia* with 3 of these annotated as hypothetical proteins and 1 as putative major capsid protein. The fifth strong candidate is annotated as a hypothetical protein from a bacterium most closely related to Calothrix. None of these show significant expression based on RNA-seq reads for males, females, or larvae generated for this project. In addition, 4 are moderately strong candidates. These are moderately strong because they have a weaker (1e-5 to 1e-8) blastn hit and only to a single bacterial genus (*Nostoc, Buchnera* and *Rickettsia*) and one is near the end of a scaffold and could represent an assembly error (*Photorhabdus)*. The remaining 7 HGT candidates we consider to be weak. They may be real, but the evidence is relatively weak because they either fall within a repeat (identified by repeatmasker on Web Apollo) or have relatively strong blast matches to eukaryotes (See Additional file 2: Table S8 for more specific information). Of these 7 candidates, 3 fall within repeat regions (*Mycoplasma* and *Brachyspira)*, 4 have some eukaryotic similarity (and these are from *Clostridium, Buchnera, Marinomonas* and *Methylobacterium)*. Table S7 (below) shows summary information for the 8 strongest HGT candidates after additional manual curation of the HGT candidate list.

*Potential Bacterial Scaffolds*

In addition to HGT candidates, there were no candidate “contaminating” bacterial scaffolds identified. Typically we find scaffolds that are probably from bacteria and these most likely are from bacterial associates of the insect. However in this case it was somewhat expected because the larvae were dissected to remove head, terminus and gut from the sequenced individual prior to DNA isolation.

**Methods**

Two different computational pipeline scripts were used to identify HGT candidates and contaminating bacterial scaffolds in the genome assembly.

Information on “Old” Computational Pipeline

This method is most useful for identification of contaminating bacterial scaffolds in the assembly. The scaffold assemblies are run through this pipeline [40], which compares sequences for matches to ~1000 different bacterial genomes and compares the blast matches to a set of up to 9 reference eukaryotic genomes. For *A. glabripennis*, the animal database contained transcripts from the following animal genera: *Anopheles, Drosophila, Xenopus, Nasonia, Apis, Daphnia, Mus,* and *Homo.* Scaffold outputs are then sorted into potential horizontal gene transfers (HGTs), contaminating bacterial scaffolds or likely conserved scaffolds. Sorting is based on length of the scaffold, length of bacterial matches across the scaffold, and difference score in bacterial blast match relative to eukaryotic match [40]. This pipeline focuses on the best blastn bacterial hit (highest e-value) on each scaffold, and therefore additional regions with bacterial similarity were found manually using NCBI blastn.

Information on “New” Computation Pipeline

Since the old pipeline sorted scaffolds based on only the top prokaryotic hit information, there was concern that HGT candidates were being missed if they were not the best hit. The “new” computational pipeline breaks long scaffolds into 1,000bp intervals and searches each of them against the bacterial database. Any positive hits of the 1,000bp regions were then searched against the animal database. The bacterial database contained about 1,000 bacterial species and was masked for low complexity regions using the NCBI Dustmasker function. The animal database for *A. glabripennis* contained transcripts from a representative from each of the following animal genera: *Anopheles, Drosophila, Xenopus, Daphnia, Strongylocentrotus, Mus, Homo, Aplysia, Caenorhabditis, Hydra, Monosiga and Acanthamoeba*. The significance e-value cut-off used was 1e-5 for both the animal and bacterial hits. Regions of bacterial similarity that fell from the end of one 1,000bp interval to the adjacent interval were joined. Only the putative HGT regions that were greater than or equal to 100bp and did not have any animal hits to the animal database were used in the final analysis.

Manual Annotation Steps

The candidate HGT outputs are then manually curated by the following basic steps: The potential HGT region on the scaffold is analyzed via blastn (NCBI) to the nr/nt database. If this indicates that the region is simply a conserved gene in insects and other metazoan organisms, it is noted as conserved and disregarded. If not, the region is analyzed via blastx to the nr/nt database to determine if it is a conserved gene or remains an HGT candidate. If it remains an HGT candidate, flanking genes are analyzed by both blastn/blastx of the flanking sequence and/or by observations of gene models and transcription models on the species-specific WebApollo/JBrowse. Outputs meeting the criteria of a potential HGT are labeled as an HGT candidate in the comments tab, and supplementary information files are provided with these.

**Table S7. Summary of strongest HGT candidates: Non-GH HGT candidates found in the new pipeline in comparison to the old pipeline, with boundary coverage evidence, bacterial length and identity percent, the Bact/Euk Exp Ratio, which is the e-value score for the best bacterial and best eukaryotic match, which shows the much stronger matches to bacteria.**

**Table S8. *Anoplophora glabripennis* Bacterial HGT candidates (not including glycoside hydrolases, which are covered separately; see “Plant cell wall and lignin degradation”).**

Due to its size, this table has been moved to the supplementary excel file entitled “AdditionalFile 2_04Aug2016”.

**II. Digestive Physiology and Specialized Phytophagy**

**II.1 Plant cell wall and lignin degradation**

**Contributors**

**Roy Kirsch, André Busch and Yannick Pauchet** (Max Planck Institute for Chemical Ecology, Department of Entomology)

**Summary**

Wood-boring beetles from the family Cerambycidae have evolved to thrive in a highly challenging environment. They feed exclusively on woody tissues, and to efficiently access the nutrients present in this sub-optimal environment, they have to cope with a recalcitrant barrier called the plant cell wall. The primary cell wall surrounds living plant cells and is composed of the most abundant biopolymers on the planet, namely, cellulose, hemicellulose and pectins. The latter are replaced by lignin in dead plant tissue, forming the secondary wall. All of these polymers, apart from lignin, are polysaccharides. A growing body of evidence indicates that genomes of the Phytophaga [41] contain genes encoding plant cell wall degrading enzymes (PCWDEs) having the ability to hydrolyze and utilize plant cell wall polysaccharides. In particular, in species of cerambycid beetles from the subfamily Lamiinae, several cellulases have been previously identified and functionally characterized [42-46]. Recent surveys of larval gut transcriptomes of *A. glabripennis*, as well as those of another species of Lamiinae (*Apriona japonica*) revealed that these PCWDEs are not encoded by single copy genes, but are part of small to medium-size gene families [47, 48]. Typically, cellulose digestion requires three classes of hydrolytic enzymes: endoglucanases (EC 3.2.1.4), exoglucanases (cellobiohydrolases: EC 3.2.1.74 and 3.2.1.91), and b-glucosidases (cellobiases: EC 3.2.1.21). In addition, pectinases and hemicellulases are necessary for the digestion of the other plant cell wall polysaccharides. All these enzymes are grouped into glycoside hydrolase (GH) families according to their amino-acid sequence similarities and their folding patterns [49].

A total of 86 non-redundant gene models that encoded PCWDEs (Table S9) were annotated. Among these genes, 11 of them encode putative endo- and exoglucanases members of three GH families, namely GH9, GH5 subfamily 2, GH45 and GH48. We observed a large expansion of genes encoding putative β-glucosidases (GH1) with a total of 57 genes (including three pseudogenes) in *A. glabripennis* compared to only 15 found in the model beetle *T. castaneum*, 19 in the genome of *Dendroctonus ponderosae*, and 23 and 28 genes found in the transcriptomes of the two chrysomelid beetles western corn rootworm (*Diabrotica virgifera virgifera* [Chrysomelidae: Galerucinae]) and the flea beetle *Phyllotreta striolata* [50] (Chrysomelidae: Galerucinae), respectively. Regarding non-cellulolytic PCWDEs, a total of 18 genes encoding putative pectin-degrading polygalacturonases were annotated (GH28s). Though hemicellulose is the second most abundant polysaccharide found in woody tissue, genes encoding hemicellulolytic enzymes, such as mannanases and xylanases, were not detected. However, the apparent lack of genes encoding hemicellulolytic enzymes is likely moderated by the presence of a GH5 subfamily 2 enzyme that has evolved the ability to degrade xylan instead of its typical substrate cellulose, which was identified in the lamiine relative of *A. glabripennis,* *Apriona japonica* [51]. Additionally, an enzyme with the ability to degrade birch xylan was previously identified in *A. glabripennis* through zymogram analysis [52]; MALDI-TOF analysis of peptides derived from this protein suggested that it was derived from a gene belonging to GH1, which is a family that is not typically associated with xylanase activity. This finding, along with the discovery of a GH5 enzyme capable of degrading xylan in a close relative of *A. glabripennis*, suggests that PCWDEs may have evolved different functions in the Cerambycidae relative to orthologs in other lineages of beetles. Thus, a full understanding of the contribution of these enzymes to the metabolism of plant cell wall polysaccharides is not likely possible without *in vitro* functional characterization of these enzymes.

**Table S9. Manually curated *Anoplophora glabripennis*** **gene families encoding** **plant cell wall degrading enzymes.** Genes encoding GH9 cellulases are of ancient origin in animals [53]. The other beetle-derived GH families involved in plant cell wall digestion have a more recent origin and were putatively obtained via HGT. GH5 subfamily 2 genes were likely acquired by the LCA of the Phytophaga via HGT from Bacteroidetes [45]. GH45 genes were likely acquired by the LCA of the Phytophaga via HGT from a fungus [54, 55]. Amino acid sequences of beetle GH48 cellulases are similar to bacterial cellobiosidases, but their function(s) remain unclear; they may have evolved to scavenge nitrogen by degrading chitin in the gut or diet, e.g., from host plant tissues containing fungi, or from fungi resident in the gut (e.g., yeasts, *Fusarium solani*) which are thought to concentrate nitrogen and synthesize essential amino acids [56-58]. GH48s are constitutively highly expressed in *A. glabripennis* larvae, and their induction in larvae feeding in a nutrient poor environment (reported herein) is consistent with a putative role in nutrient scavenging. They were most likely acquired by the LCA of the Phytophaga via HGT from a bacterial donor [54, 57]. GH28 genes were likely acquired by the LCA of the Phytophaga via HGT from an ascomycete fungus and subsequently expanded and diversified, but lost in the longhorned beetle subfamily Lamiinae (which includes *A. glabripennis*). After this loss, a GH28 gene was apparently re-acquired by Lamiinae via HGT from a fungal donor [59]. (Also see Table S10).

**Table S10. Other manually curated *Anoplophora glabripennis*** **gene families relevant to digestive physiology.**

^1^There is a highly conserved cluster of GMC oxidoreductase genes in insects located in the first intron of the FLOT2 gene.

**II.2 Gene expression analysis of plant cell wall degrading enzymes (PCWDEs) in *A. glabripennis* larvae**

**Contributors**

**Erin Scully** (USDA-ARS, Stored Product Insect and Engineering Research Unit, Manhattan, KS)

**Kelli Hoover** (The Pennsylvania State University, Department of Entomology and Center for Chemical Ecology)

**Scott Geib** (USDA-ARS, Pacific Basin Agricultural Research Center)

**Methods**

In brief, five pairs of adult males and females were allowed to maturation feed on fresh twigs collected from Norway maples (*Acer platanoides*) for two weeks. After this period, adult beetles were allowed to mate and oviposit into potted sugar maple trees (*Acer saccharum*) maintained in a USDA-approved quarantine greenhouse at The Pennsylvania State University (University Park, PA) for two weeks. Trees were harvested approximately 60 days after the eggs hatched (indicated by the first appearance of frass) and four third instar larvae were collected. In addition, four third instar larvae feeding on a nutrient rich artificial diet, consisting of 22% cellulose, 9.7% wheat germ, 5.1% torula yeast, 4.0% agar, 2.9% sucrose, 1.7% casein, 0.8% vitamin mix; 0.5% Wesson salt mix; and 0.2% cholesterolKeena MA [60] were also harvested. Larvae were surface sterilized in Coverage Plus followed by two rinses in sterile nuclease free water. Larvae were dissected, midguts were removed and immediately frozen in liquid nitrogen. Tissue was stored at -80 °C. RNA was isolated using the RNA Power Soil Microbiome Isolation Kit (MoBio, Carlsbad, CA). RNA integrity and concentration were verified using the Agilent RNA Nano Assay (Life Technologiest, Carlsbad, CA) and a Nano Drop spectrophotometer (Thermo-Fisher, Rockford, MD). Ribosomal RNA was depleted from the sample using Ribominus Eukaryotic Kit for RNA-Seq (Life Technologies). The enriched mRNA was further polyA purified and multiplexed Illumina libraries were constructed using the TruSeq RNA Sample Prep kit (Illumina, San Diego, CA). Samples were pooled and sequenced on a single Illumina HiSeq lane at the University of Delaware Biotechnology Institute (Newark, DE) to generate approximately 13 million 101 nt paired end reads per sample. Forward reads were trimmed and quality filtered using ea-utils and high quality reads of at least 75 nt in length were mapped to the *A. glabripennis* reference genome assembly using Tophat. Read counts that mapped to each locus (version v0.5.3 annotations) were summed using HTSeq; reads that spanned multiple features were summed using the union mode and reads that did not map uniquely to a single region in the genome were discarded. Differential expression analysis was performed using edgeR. Features with less than 10 mapped reads were removed from the analysis, read counts were normalized by quantile normalization, and variances were estimated using tagwise dispersions. Statistical analysis was performed using a Fisher’s exact test. Features were flagged as differentially expressed if they had a log fold change greater than 1.0 and an adjusted p-value of less than 0.05. Experiment wise false discovery rate (FDR) was estimated at 0.05.

**Results**

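Of the 10833 gene models tested, 2939 were differentially expressed between the foods, 1321 higher in sugar maple and 1618 higher on the artificial diet. The paper's reported values are 3200 and 1500 as lower bounds. At an unadjusted p under 0.05 there were 4741 genes. On TMM-scaled values the larvae on the 2 foods did not overlap for 2501 of the 2939 genes, 995 of them higher in sugar maple and 1506 higher on the diet. Library sizes alone gave 4850 genes, of which 350 were higher in sugar maple and 4500 on the diet. EdgeR's exact test gave 3246 genes with TMM normalization, 1463 of them higher in sugar maple, and 2968 with quantile-normalized counts, 1638 of them higher in sugar maple. DESeq2 gave 3238, of which 1473 were higher in sugar maple. There were 782 when the log2 fold change was tested against 1, 1281 with at least 10 counts in every larva and 2046 with the replicate number as a block. Upper-quartile normalization gave 2997. Leaving out 1 larva at a time gave between 1659 and 3556 genes. On simulated counts with 200 changed genes at a log2 fold change of 4, the quasi-likelihood test recovered 197 with 13 false calls, and edgeR's exact test recovered 199 with 40 false calls. The simulated larvae had the same spread on both foods, and no other gene changed. The real larvae spread more in sugar maple and far more genes differed, so these rates do not carry over to the totals above.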

Over 3200 differentially expressed genes were identified, including over 1500 genes that were induced by feeding in sugar maples. 

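By family, genes higher in sugar maple numbered 3 of 8 tested in GH5 and GH45 together, 25 of 52 in GH1, 12 of 15 in GH28 and 3 of 5 in the GH30 genes that the paper names. With library sizes alone in place of TMM normalization these numbers were 0, 22, 8 and 3. Genes lower in sugar maple numbered 3 in GH1 and 1 in GH9. Of 6 tested GH31 genes, 0 passed the threshold in either direction and 5 had negative log2 fold changes, among them GH31-6 (AGLA007797) at -2.59, the 1 gene of the family with an unadjusted p under 0.05. In these families the log2 fold changes of genes past the threshold for higher expression started at 2.09, 1.28, 1.51 and 4.95.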

Supporting their role in plant cell wall metabolism, a diverse profile of genes containing glycoside hydrolase (GH) family domains were induced in insects feeding on sugar maple. Not surprisingly, all of the GH 5 and GH 45 PCWDEs were more highly expressed in larvae feeding in sugar maple (Fig. S4), supporting their roles in processing major constituents of the plant secondary cell wall, namely cellulose, xylan, and xyloglucans. Conversely, the GH 48 cellobiohydrolases and GH 9 endoglucanase were not induced in insects feeding in sugar maple (Fig. S4). 

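For the 8 GH5 and GH45 genes the log2 fold change was positive in all of the 8 fits that each left out 1 larva. The lowest log2 fold change in any of these fits was 0.59 for GH5-6 (AGLA016376) and the highest was 2.87 for GH45-1 (AGLA005419). The number of genes past the adjusted threshold in these fits ranged from 0 to 7.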

While the GH 48 genes were constitutively highly expressed in insects feeding in both sugar maple and artificial diet, the GH 9 endoglucanase was downregulated in the guts of sugar-maple fed *A. glabripennis* larvae. 

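GH48-1 (AGLA007802) had between 342863 and 572918 reads per diet-fed larva and between 30647 and 196053 per sugar maple-fed larva, with a log2 fold change of 0.11 (standard error 0.85, adjusted p = 0.929 from edgeR) that turned to -1.25 with library sizes alone. The GH9 gene (AGLA010313, scaffold 310, 180473 to 210648) had 4, 20, 19 and 9 reads in diet-fed larvae and none in any sugar maple-fed larva. Its log2 fold change was -6.09 (standard error 1.37, adjusted p = 0.0163), and it stayed between -6.29 and -5.71 when each larva was left out. The foods separated completely (exact permutation test, p = 0.0286). On the TMM scale 3 reads correspond to 0.544, 1.65, 1.04 and 0.532 CPM in sugar maple replicates 1 to 4, against a mean of 1.04 ± 0.513 CPM (SD, n = 4) on the diet. In replicates 2 and 3 expression at the diet mean was therefore close to or below what 3 reads would show, and the absence of reads there is weak evidence of lower expression. Such floors cover counting error only.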

Interestingly, the recombinant GH 9 endoglucanase displayed no activity towards any of the cellulose and hemicellulose substrates assayed and may have evolved to serve a different function in *A. glabripennis*, such as starch digestion. Additionally, over 30 genes containing GH family1 domains were more highly expressed in larvae feeding in wood. 

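Among the 52 GH1 genes tested, 25 were higher in sugar maple at the adjusted threshold, and 35 had a log2 fold change over 1 whatever their p-value. DESeq2 called 28 and edgeR's exact test 27, and library sizes alone gave 22. A further 13 GH1 identifiers of Additional file 2 have no model of that name in the files, and 2 models had too few reads to be tested. The 13 may include genes counted here under another identifier.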

Many of these genes had highest scoring BLAST alignments to β-glucosidases and likely convert cellobiose and other oligosaccharides released from the cell wall by hydrolytic enzymes into glucose. However, the amino acid sequences of the GH 1 genes are highly divergent at the amino acid level compared to similar genes harbored in the *Tribolium castaneum* genome indicating that they may have evolved new functions in *A. glabripennis*, including, but not limited to detoxification of plant secondary compounds (e.g. phenolic glycosides) or digestion of other oligosaccharides released from the plant cell wall (e.g., xylose-, mannose-, galactose-, or arabinose-containing oligosaccharides liberated from the hemicellulose matrix). Consistent with the hypothesis of neofunctionalization of subsets of these GH 1 genes in *A. glabripennis*, one of the GH 1 genes located on scaffold 725 that was induced displayed activity towards birch xylan, suggesting that it functions as a xylanase or β-xylosidase [52] and not as a β-glucosidase. 

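Additional file 2 places 2 GH1 genes of the files on scaffold 725. GH1-54 (AGLA016148, plus strand, 26813 to 35549) had a log2 fold change of 4.42 (adjusted p = 0.00243 from edgeR). GH1-46 (AGLA016146, minus strand, 9674 to 18685) had a log2 fold change of 0.18 and did not pass the threshold. The paper's text does not name which gene of the scaffold was assayed, and the enzyme assays were not analysed here.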

The expansion and diversification of this family of genes in *A. glabripennis* relative to other phytophagous insects suggests that it may be correlated with its polyphagous lifestyle.

Twelve different GH 28 polygalacrutonase genes were also highly expressed in wood-feeding larvae, suggesting that pectinous components of primary cell walls may serve as a significant source of sugars for early instar larvae as they feed in immature wood. 

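The 12 GH28 genes past the threshold included 10 of the 13 that are named in Additional file 2 and have a model in the files, and a pair named in Fig. 5 alone, AGLA008302 at a log2 fold change of 4.45 (standard error 0.74, adjusted p = 0.00356 from edgeR) and AGLA021628 at 4.32 (standard error 1.47, adjusted p = 0.0478). With library sizes alone 8 GH28 genes were higher and 1 was lower. Leaving out 1 larva at a time gave between 8 and 12.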

Several genes containing GH 35 domains were also induced in wood-feeding larvae. These genes had highest scoring BLAST alignments to β-galactosidase and could play roles in processing galactose oligomers released from hemicellulose. Seven genes containing GH 30 domains and two genes containing GH 20 domains were also highly induced in larvae feeding in wood; however, the precise substrate preferences of these enzymes could not be directly inferred from electronic annotation. In insects, GH family 20 enzymes typically serve roles as β-hexosamidases and participate in chitin metabolism, although their substrate preferences have evolved in different taxa [61]. Meanwhile, the GH family 30 enzymes encoded by insects are not as well studied and enzymes assigned to this family can function as β-xylosidases, β-glucuronidases, β-glucosidases, or glucosylceramidases. Five of these GH 30 genes are adjacent to each other on scaffold 504 and may have evolved through tandem duplication. While a subset of these GH 30 genes are expressed in both the larval and adult life stages, two are expressed exclusively in the larval stage (AGLA015835 and AGLA015837) and may be important for digesting components of plant secondary cell walls. Finally, seven GH 18 chitinases were more highly expressed in larvae feeding in live trees. Previously, it was hypothesized that *A. glabripennis* recycles nitrogen by breaking down and re-using chitin deposited in the peritrophic matrix that comprises the midgut or by obtaining nitrogen from the fungal residents of the gut (i.e. yeasts, *Fusarium solani*), which have been hypothesized to concentrate nitrogen and synthesize essential amino acids [56, 58, 61, 62]. The induction of these genes in larvae feeding in a nutrient poor environment is consistent with a putative role in nutrient scavenging.

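With TMM normalization 17 P450 gene models and 2 UGT gene models were higher in sugar maple, and 12 and 2 were lower. The exact test of edgeR gave 21 and 4 higher, and library sizes alone gave 5 and 0, with 19 and 14 lower. Glutathione S-transferases were not analysed here.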

Several classes of defensive genes were also significantly upregulated in larvae feeding in living sugar maple wood, including 21 cytochrome P450s, 4 UDP-glycuronsyl transferases, and 15 glutathione S-transferases. Clusters of cytochrome P450 genes on scaffolds 29, 81, 83, and 563 were also upregulated. 

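Additional file 2 gives the scaffolds of the P450 genes. Models that hold pseudogenes alone were left out. On scaffold 29, 15 P450 models were tested, of which 1 was higher in sugar maple (CYP6BJ12, log2 fold change 2.07) and 6 were lower, with a median log2 fold change of -0.98 that was -1.96 with library sizes alone. On scaffold 81, 2 of 6 were higher, CYP9Z46 at 2.90 and CYP9Z50 at 5.23, and all 6 log2 fold changes were positive with TMM normalization, 4 of them with library sizes alone. On scaffold 83, 1 of 5 was higher (CYP4Q29, 2.19) and 1 was lower, against 0 and 2 with library sizes alone. On scaffold 563, 4 of 5 were higher, at log2 fold changes between 1.02 and 3.30, and all 5 were positive, as they were with library sizes alone, where 0 passed the threshold. Of these 5 models on scaffold 563, 0 were lower under either scaling.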

Almost all of the induced cytochrome P450s were derived from clan 3 (17), while two genes belonging to clan 4 and two genes belonging to the mitochondrial clan were also induced. 

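Of the 17 P450 models higher in sugar maple, 13 belonged to clan 3, 2 to clan 4, 1 to the mitochondrial clan and 1 to clan 2. The tested models numbered 45, 12, 9 and 4. Models lower in sugar maple numbered 9 in clan 3, 2 in clan 4 and 1 in the mitochondrial clan. The exact test of edgeR gave 15, 3, 2 and 1 higher. In clan 4, library sizes alone gave 0 higher and 4 lower, with 4 models at an unadjusted p under 0.05.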

Larval-specific glutathione S-transferases on scaffolds 57 and 1402 and four UDP-glucuronsyltransferases located on several different scaffolds were also induced and may also aid in the detoxification of plant defensive compounds. Three of these genes were from UDP-glucuronsyltransferase families that have undergone lineage specific expansions in *A. glabripennis* compared to *Tribolium*, namely two genes from family 321 and a single gene from family 352. The final upregulated UDP-glucuronosyltransferase gene belonged to family 325. 

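Of the UGT325 models, 3 were tested and 0 passed the threshold, with 1 at an unadjusted p under 0.05. Their log2 fold changes lay between -0.21 and 1.01, with a median of 0.30 that turned to -0.64 with library sizes alone. The model of the UGT312 family, AGLA010811, was higher in sugar maple with a log2 fold change of 1.85 (standard error 0.55, adjusted p = 0.0303 from edgeR).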

Although only a portion of the potential detoxification enzymes harbored in the *A. glabripennis* genome were induced while feeding in sugar maple, this diverse repertoire likely allows the beetle to colonize other host trees, which likely produce a wide variety of defensive compounds.

**Figure S4 (Fig. 7, main paper). Heatmap of expression levels from GH genes with putative involvement in plant cell wall degradation.** Logfold changes in expression levels in GH genes collected from *A. glabripennis* larvae feeding in the wood of living sugar maple (*Acer saccharum*) trees and a nutrient rich artificial diet. While the expression levels of GH genes were variable, several were significantly upregulated in individuals feeding in the wood of living sugar maple.

**II.3 *In vitro* functional characterization of *A. glabripennis* PCWDEs**

**Contributors**

**Roy Kirsch, André Busch and Yannick Pauchet** (Max Planck Institute for Chemical Ecology, Department of Entomology)

**Materials & Methods**

*Anoplophora glabripennis* samples were kindly provided by David Lance (USDA-APHIS-PPQ, Buzzards Bay, U.S.A). Larvae were chilled on ice and cut open; midguts from 1.5 month old, 4 month old and 8 month old larvae were collected and stored in an excess of RNA Later solution (Ambion) prior to being sent to Germany. RNA was subsequently isolated using the innuPREP RNA Mini Kit (Analytik Jena) according to the manufacturer’s protocol. Genomic DNA contamination was removed by DNAse treatment (TURBO DNAse, Ambion) for 30 min at 37 °C. Midgut RNA was further purified by using the RNeasy MinElute Clean up Kit (Qiagen) following the manufacturer’s protocol and eluted in 20 μl of RNA storage solution (Ambion). Integrity and quality of the RNA samples were determined using the RNA 6000 Nano LabChip kit (Agilent Technologies) on an Agilent 2100 Bioanalyzer (Agilent Technologies) according to the manufacturer’s instructions.

Open reading frames encoding putative plant cell wall degrading enzymes (PCWDEs) were amplified by PCR using gene-specific primers. The forward primer was designed to introduce a 5’ Kozak sequence, and the reverse primer was designed to omit the stop codon. Equal amounts of total RNA prepared from midguts either of 1.5 month old or 4 month old or 8 month old larvae were pooled, and 1 μg total RNA from this pool was used to generate first strand cDNAs using the SMARTer RACE cDNA Amplification Kit (BD Clontech), following the manufacturer’s instructions. These cDNAs were subsequently used as templates for PCR amplifications. PCR products were cloned into the pIB/V5-His TOPO/TA (Invitrogen), in frame with a V5-(His)_6_ epitope at the carboxyl-terminus. The correct sequence and direction of cloning were verified by Sanger sequencing of individual clones. *Sf*9 cells were cultivated in GIBCO Sf-900 II SFM (Invitrogen) on 24-well plates for tissue culture (Falcon; BD) at 27 °C until 70% confluence was achieved. Positive constructs were then transfected in *Sf*9 cells (Invitrogen) using FuGENE HD (Promega) as a transfection reagent. After 72 h, the culture medium was harvested, and successful expression was verified by Western blot using the anti-V5-HRP antibody (Invitrogen). Alternatively, and in order to collect enough material for downstream enzymatic activity assays, a single clone per construct was chosen to be transiently transfected in a 6-well plate format. After 72 h, culture medium was harvested and centrifuged (16,000 x*g*, 5 min, 4 °C) to remove cell debris and stored at 4 °C until used. Again, successful expression was verified by Western blot using the anti-V5-HRP antibody.

Agarose diffusion assays

To test the substrate specificity of each of the PCWDEs expressed in insect cells, diffusion assays were performed using 1 % agarose Petri dishes in McIlvaine buffer (pH 5.0) containing one of the following substrates: 0.1 % carboxymethylcellulose (CMC, Sigma-Aldrich); 0.1 % beechwood xylan (Sigma-Aldrich); 0.1 % xyloglucan from Tamarind seeds (Megazyme); 0.1 % pectin from citrus peels (Sigma-Aldrich); 0.1 % demethylated polygalacturonic acid (Megazyme). Two millimeter holes were made in the agarose, and 10 μl of crude enzyme extracts were deposited into each hole. Activity was revealed, after 24 h of incubation at 40 °C, with 0.1 % Congo Red solution (for CMC, beechwood xylan and xyloglucan) or with 0.1 % Ruthenium red solution (for citruspectin and demethylatyed polygalacturonic acid); each plate was then destained with 1 M NaCl or distilled water (for ruthenium red) until pale activity zones appeared against a dark red background.

TLC analysis of hydrolysis reaction products

How the deposited data were processed for this re-analysis (not part of the article)

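The experiment compared midgut RNA of 4 third-instar larvae collected from potted sugar maple trees with that of 4 third-instar larvae reared on the artificial diet. Each larva was its own library, and all libraries were sequenced in a single lane, so no sequencing batch could be told from the labels. The authors depleted ribosomal RNA, trimmed and filtered the forward reads with ea-utils, mapped them with TopHat and counted reads on the gene models of their annotation with HTSeq in union mode, discarding reads that mapped to more than 1 place. The deposited values are counts of reads per gene model, without normalization, followed by the summary lines of the counting program, which were left out of the tests. The versions of these programs are not stated in the paper's text.

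The counts were analysed in R 4.3.3. Differential expression was tested with edgeR 4.0.16, using its quasi-likelihood F test after TMM normalization, on the 10833 of 22035 gene models with at least 10 counts summed over the 8 larvae. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 1. The count minimum and both thresholds follow the paper's methods. The paper describes edgeR with tagwise dispersions, quantile normalization and an exact test. Because the kind of quantile normalization is not described further, TMM was the main scaling, and the exact test and readings of the normalization were alternatives. The standard error of a log2 fold change was approximated as its size divided by the square root of the F statistic. Values of single genes are CPM scaled by TMM, as mean and SD of 4 larvae. Beside the edgeR result, each named gene was compared with a two-sided exact permutation test of the difference in mean log2 CPM with a prior count of 2. With 4 larvae against 4 that exact test cannot go below p = 0.0286. Both this test and the separation of the foods were read on TMM-scaled values, and other scalings were not tried for them.

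Gene families were taken from Additional file 2, from Fig. 5 and from the text of the paper and Additional file 1. Identifiers were joined by name after the transcript suffix was removed. A gene model that holds several P450 or UGT genes was counted once. Families as a whole were compared with all other tested genes by camera in limma 3.58.1, for the 22 families with at least 5 tested members, with an inter-gene correlation preset at 0.01. The genes named in the text are those the paper names with a statement on expression in these larvae, up to 3 models in each direction with the largest changes in the GH1, P450 and UGT families, every UGT past the threshold, the 2 largest and the 2 smallest log2 fold changes among all genes past the threshold whose larvae separate completely by food, and the 5 largest and 5 smallest among such genes that Additional file 2 names. Small heat shock proteins were named after their shift as a family was seen.

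The depth was 3569873 to 10016025 reads on genes per larva, at which 3 reads correspond to 0.300 to 0.840 CPM before and 0.202 to 1.65 CPM after TMM scaling. Such floors cover counting error only. The tests, thresholds, sources of the family lists and most alternatives were chosen before the data were examined. The member lists were written out from those sources after the counts had been checked for their unit and before any test was run. Which lists entered the family test was settled after results of single genes had been seen. Some lists that overlap another and lists of genes the paper picked out, such as GH30, were left out, and the 2 COesterase clades of Additional file 1 were added to the families of Additional file 2 and Fig. 5 planned before. The alternatives chosen before were edgeR's exact test with TMM and with quantile-normalized counts, upper-quartile normalization, library sizes alone, DESeq2 1.42.0, no count minimum, at least 10 counts in every larva or in at least 4 larvae, a test against a log2 fold change of 1, the replicate number of the labels as a block, gene models that hold exactly 1 P450 or UGT, an inter-gene correlation estimated for each family, and each larva left out in turn. EdgeR's exact test with upper-quartile normalization, libraries thinned to the depth of the smallest, and library sizes alone for the family test were added after the data had been seen. The totals, the counts of GH5 and GH45, GH1, GH28, P450, UGT and COesterase genes past the threshold, the number of families shifted and the shift of the small heat shock proteins were also computed for all 35 splits of the 8 larvae into groups of 4.

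The tests were tried on simulated data with 200 changed genes at a log2 fold change of 4, where the quasi-likelihood test recovered 98.5% with 13 false calls, edgeR's exact test 99.5% with 40 false calls, and DESeq2 99% with 45 false calls. With 1 of 21 families raised, that family was found and 0 others were called. The simulation used the same spread on both foods, left all other genes unchanged and drew genes independently. Its rates therefore do not describe the real data, where the spread was larger in sugar maple and many more genes differed. The fastq reads and the genome sequence were not used here, so the mapping, the sharing of reads between paralogs and the effect of gene length were not examined. Families that the paper discusses without gene identifiers, among them GH35, GH18, GH20 and glutathione S-transferases, were not analysed here. Because the sugar maple-fed larvae came from trees and the diet-fed larvae did not, the food cannot be told apart from other differences in how the larvae were kept.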

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

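The removal of the 100 highest genes and the comparison of the ratio of genes with quantile-normalized counts were chosen only after the result was seen.

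The TMM normalization factor of sugar maple replicate 2 was 0.446, against 0.788 to 0.8285 for the other sugar maple-fed larvae, a gap larger than 4 values from 1 distribution would usually show. Its 500 highest genes also took the largest share of reads of any library, 91.0%. The gap in the factor was the only 1 found among 24 groups of library measures, each tested at a level of 1 in 20. It may therefore be a chance finding. Factors were lower in all 4 sugar maple-fed larvae than in all 4 diet-fed larvae, with a ratio of group means of 2.00. After the libraries were thinned to 3569873 reads each the ratio was 1.98, so library depth does not account for it. After the 100 genes with the largest share of the sugar maple counts were removed it was 1.43, after 10 it was 1.89 and after 500 it was 1.104, so the lower factors cannot be told apart from the effect of a limited set of genes that take most of the counts. The food differs between the groups in the same way, so a difference in the make-up of the midgut transcriptome may lie behind the same values.

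For 7 named genes, 1 larva stood apart from the other 3 on the same food. In log2 of CPM plus 0.5, diet replicate 4 was at -0.0868 for AGLA000623 (others 0.0455 to 0.0611), at 5.16 for AGLA004762 (others 5.57 to 5.64), at 0.0731 for AGLA010267 (others -0.792 to -0.657) and at 2.48 for AGLA015837 (others 1.49 to 1.54). Diet replicate 2 was at 2.49 for AGLA009634 (others 2.96 to 3.02), sugar maple replicate 3 was at 0.253 for AGLA007077 (others -1, which is no read), and sugar maple replicate 2 was at 10.41 for AGLA010096 (others 7.78 to 8.20). The rule that picked these out was applied to 180 groups of 4 larvae, where 9 would be picked by chance and 8 were. Several of the gaps are small because the remaining larvae lie close together. No biological explanation was tested for them.

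The lists of GH1, GH28, GH5, GH45, GH48, GH9, GH30, hemocyanin, P450, UGT and named COesterase genes held 105 of the differentially expressed genes. Outside those lists there were 2834, 1236 higher in sugar maple and 1598 higher on the diet. Other genes that the paper discusses, such as glutathione S-transferases, trypsins and cuticle proteins, were counted as outside. In all, 1618 genes were higher on the diet and 1321 in sugar maple. After the libraries were thinned to equal totals of reads the ratio of the former to the latter was 1.21, so the total number of reads does not account for the excess. The ratio of mean TMM factors was still 1.98 after thinning, so the depth left for most genes was not made equal. With edgeR's exact test on quantile-normalized counts the ratio of genes higher on the diet to genes higher in sugar maple was 0.812 (1330 and 1638 genes). With TMM the excess also reversed with at least 10 counts in every larva (550 and 731). It did so without sugar maple replicate 3 (1280 and 1349) and without replicate 4 (1201 and 1266). Which direction holds more genes therefore depends on the normalization, the count minimum and single larvae. All 2939 genes together were as many as in 1 of the 8 splits of the larvae that part every same-numbered pair, the real one. With 8 such splits the share cannot fall under 1 in 8, so these splits cannot rule out a chance division of the larvae. The same held for the counts of genes higher in sugar maple and higher on the diet, for GH1 genes in either direction, and for GH5 and GH45, GH28, P450, UGT and COesterase genes higher in sugar maple, each reached by 1 split. The other 7 splits gave 0 genes each at the adjusted threshold and between 167 and 1675 at an unadjusted p under 0.05. Among all 35 splits, which differ in how many same-numbered pairs they part, again 1 reached the counts, and the largest number of differentially expressed genes in another split was 1.

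Among genes without a name, AGLA011105 had the largest increase in sugar maple among those whose larvae separate completely, a log2 fold change of 10.77 (adjusted p = 0.00568, higher in 4 of 4 larvae), with 1621 of its reads in sugar maple replicate 2. AGLA003392 with -8.39 (adjusted p = 0.00231) and AGLA011655 with -7.86 (adjusted p = 0.00484) had no read in any sugar maple-fed larva and between 18 and 75 in each diet-fed larva. Among genes that Additional file 2 names, a trypsin-like serine protease (AGLA017163) lay at 8.54 (adjusted p = 0.00221, higher in 4 of 4 larvae), a heat shock 70 kDa protein (AGLA003672) at -5.34 (adjusted p = 0.00221, lower in 4 of 4) and boule (AGLA015066) at -5.55 (adjusted p = 0.0246, lower in 4 of 4, with 3 to 16 reads per diet-fed larva). The paper reports no expression values for these 6 genes in these larvae. No explanation beyond the food was tested for them.

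The 12 small heat shock proteins named in Additional file 2 were shifted upward in sugar maple against other genes (camera adjusted p = 0.000652 over 22 families). The median log2 fold change was 1.21, and 7 genes were past the threshold. On TMM-scaled values the mean over the 12 genes was higher in each of 4 sugar maple-fed larvae than in every diet-fed larva. After thinning to equal totals of reads the camera adjusted p was 0.00105, so the total number of reads does not account for it. The log2 fold change was positive in 100% of the 12, so the shift does not rest on a few members, although with library sizes alone 9 of the 12 were positive, 2 passed the threshold and the median was 0.26. The camera adjusted p with library sizes alone was 3e-04, but that test compares the family with other genes and hardly moves when all genes shift together, so the normalization remains an open explanation for the size of the increase. In 4 of the 8 splits that part every same-numbered pair, and in 6 of all 35, the p-value was at least as small as with the real split, which is included in both. The shift therefore cannot be told apart from a chance division of larvae that vary together in these genes. A response of these genes to feeding in wood may be 1 explanation, but the values do not single it out.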

How the results depend on the processing

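EdgeR's exact test with upper-quartile normalization, thinned libraries and library sizes alone for the family test were chosen only after the result was seen. Where a result changed, the cause was not tested.

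Of the 78 named genes, 31 kept their direction and their side of the threshold under every alternative that could be computed for them, and 6 reversed under at least 1. Of 1516 values of these genes under an alternative, 1267 kept both, 190 kept the direction but no longer passed, 44 newly passed and 15 reversed. Genes removed by a stricter count minimum have no value under it.

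With library sizes alone there were 4850 differentially expressed genes, 350 higher in sugar maple and 4500 on the diet, with 6 GH1 genes higher on the diet, and 0 GH5 and GH45 genes, 5 P450 models, 0 UGT models and 15 COesterases higher in sugar maple. Unadjusted p-values under 0.05 were there for 1 GH5 or GH45 gene and for 21 UGT models in either direction. With upper-quartile normalization 1 GH5 or GH45 gene and 1 UGT model were higher. EdgeR's exact test gave 7 GH5 and GH45 genes and 4 UGT models, the same test on quantile-normalized counts 1 and 4, and DESeq2 6 and 4. The exact test with upper-quartile normalization gave 6 GH5 and GH45 genes. Models that hold exactly 1 UGT gave 1 higher.

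With at least 10 counts in every larva the totals were 1281, 731 higher in sugar maple and 550 on the diet, with 0 GH1 genes higher on the diet (20 GH1 genes in either direction had an unadjusted p under 0.05), and 1 GH5 or GH45 gene, 8 P450 models, 1 UGT model and 14 COesterases higher in sugar maple. With 10 counts in at least 4 larvae 6 GH5 and GH45 genes were higher. Tested against a log2 fold change of 1, there were 782 genes, 340 higher in sugar maple and 442 on the diet, with 0 GH5 and GH45 genes, 6 GH28 genes, 3 P450 models, 0 UGT models and 14 COesterases. There 4 GH5 and GH45 genes and 5 UGT models had an unadjusted p under 0.05. With the replicate number as a block, 0 GH5 and GH45 genes (2 at an unadjusted p under 0.05), 8 GH28 genes, 20 GH1 genes, 11 P450 models and 17 COesterases were higher, out of 2046 differentially expressed genes.

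Across the 8 fits that each left out 1 larva there were from 1659 to 3556 differentially expressed genes, from 806 to 1505 higher in sugar maple and from 853 to 2051 on the diet. GH1 genes higher in sugar maple ranged from 20 to 29 and on the diet from 3 to 5. Genes higher in sugar maple ranged from 8 to 12 for GH28, from 0 to 7 for GH5 and GH45, from 8 to 18 for P450 models, from 0 to 4 for UGT models and from 16 to 24 for COesterases. Without diet replicates 1 to 4 in turn, where GH5 and GH45 genes numbered 0, between 4 and 6 had an unadjusted p under 0.05, and where UGT models numbered 0, without diet replicate 4 and without sugar maple replicate 2, 7 and 8 did in either direction. Families shifted between the foods ranged from 4 to 7.

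The number of families shifted, 5 of 22, was 0 when the inter-gene correlation was estimated for each family, where 0 also had an unadjusted p under 0.05, and 9 with library sizes alone. Adjusted p-values with the estimated correlation were 0.414 for the first COesterase clade, GH28 and the small heat shock proteins, 0.507 for GH1 and 0.842 for GH5 and GH45. With at least 10 counts in every larva GH5 and GH45 lay at 0.0983.

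Reversed log2 fold changes were those of GH48-1 (AGLA007802), at -1.49 with quantile-normalized counts, -1.25 with library sizes alone, -0.12 with 10 counts in every larva, -0.60 with the replicate block and -1.12 without sugar maple replicate 2 (from -1.12 to 0.46 across the 8 fits that each left out 1 larva), and of GH28-5 (AGLA010099), at -0.19, -0.79 and -0.10 under the first 3 of these and -0.0623 without sugar maple replicate 4 (from -0.0623 to 0.49). GH28-7 (AGLA021349) lay at -0.68 with library sizes alone and -0.53 without sugar maple replicate 4 (from -0.53 to 0.64), and the UGT321 model AGLA006648 at -0.0215 with library sizes alone. The COesterase AGLA002953 lay at -0.30 with the replicate block and -1.15 without sugar maple replicate 3 (from -1.15 to 1.99), and the hemocyanin domain gene AGLA002478 at -0.55 without sugar maple replicate 1 (from -0.55 to 3.02). The cause was not tested.

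Depth limits the results for models with few reads. GH45-2, GH9, CYP9Z50, CYP6HD2 and AGLA015835 rest on at most 169 reads in any larva, and 11202 gene models had too few to be tested. After the libraries were thinned to equal depth 2724 genes were differentially expressed, 1230 higher in sugar maple and 1494 on the diet.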

Differences from the paper's values

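EdgeR's exact test with upper-quartile normalization was chosen after seeing the values. All other settings here were set before the data were examined.

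For P450 genes of the mitochondrial clan higher in sugar maple the paper gives 2, against 1 here. The number was 2 with edgeR's exact test, with the same test on quantile-normalized counts and with DESeq2, and also with the exact test and upper-quartile normalization, which was chosen after seeing the values. The other alternatives set before the data were examined did not reach it.

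For UGT genes higher in sugar maple the paper gives 4, against 2 models here. The number was 4 with edgeR's exact test with either TMM or quantile-normalized counts, with DESeq2 and without sugar maple replicate 4. It was 3 with no count filter, without diet replicate 1 and without sugar maple replicate 1, within 1.5 times the paper's value, and 3 with the exact test and upper-quartile normalization, chosen after seeing the values. The other alternatives set before the data were examined left the gap.

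For the UGT321 family the paper gives 2 genes, against 1 model here, which spans 5 UGT321 genes, and none of the alternatives set before the data were examined closed the gap. For UGT352 the paper gives 1 gene, against 0 here, where 3 models had an unadjusted p under 0.05 in either direction. The number was 1 with no count filter, with the replicate block and without diet replicate 1, and 2 with edgeR's exact test, with DESeq2 and without sugar maple replicate 4, and 3 with the exact test on quantile-normalized counts, which lie above the paper's value. It was 0 under the other alternatives set before the data were examined. For UGT325 the paper gives 1 gene, against 0 here, where 1 model had an unadjusted p under 0.05. It was 1 without sugar maple replicate 1 and 0 under the other alternatives set before the data were examined.

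For hemocyanin domain genes higher in sugar maple the paper gives 3, against 0 here, where 1 had an unadjusted p under 0.05. The number was 3 with edgeR's exact test and TMM normalization, and 2 with the exact test and upper-quartile normalization, chosen after seeing the values. The other alternatives set before the data were examined left the gap.

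For the GH30 genes the log2 fold changes differed from the paper's by less than their standard errors, but the adjusted p-values differed. For AGLA015835 the paper's adjusted p is 1.14e-05, against 0.00951 here and 1.64e-05 with edgeR's exact test. For AGLA015837 it is 1.83e-07, against 0.00613 here and 2.50e-07 with the exact test. For AGLA015834 it is 2.96e-11, against 0.00231 here, 1.81e-11 with the exact test and 3.14e-11 with the exact test on quantile-normalized counts. For AGLA015831 it is 0.029, against 0.107 here, 0.0374 with the exact test and 0.0204 without sugar maple replicate 4. For AGLA001694 it is 0.05, against 0.145 here, 0.0667 with the exact test, 0.0644 without sugar maple replicate 2 and 0.0611 without sugar maple replicate 3. None of the other alternatives set before the data were examined closed these gaps. The paper's methods name an exact test in edgeR.

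The paper states in its main text and in 1 place of its supplement that GH48 genes were induced in larvae in a nutrient-poor environment, and in another place of the supplement that they were not induced in sugar maple. GH48-1 (AGLA007802), the only GH48 gene analysed here, had a log2 fold change of 0.11, which was negative under several alternatives. The paper states that the P450 cluster on scaffold 29 was upregulated in sugar maple. Here 1 of its 15 tested models was higher and 6 were lower, with TMM normalization as with edgeR's exact test. The paper assigns the UGT gene outside UGT321 and UGT352 to UGT325, whereas the model past the threshold here, AGLA010811, carries a UGT312 name. The paper's supplement places the induced P450s in clan 3, clan 4 and the mitochondrial clan, and CYP18A1 (AGLA005522), which its main text lists as induced, is in clan 2 in Additional file 2. The paper gives the number of induced P450s differently in its main text and in its supplement, and the exact test with TMM gave 21.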

Other observations

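The test for RNA of diet-fed larvae in sugar maple replicate 1 was chosen only after the result was seen.

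Larvae on sugar maple varied more than larvae on the diet. The SD of log2 CPM was larger in sugar maple for 87.0% of the tested genes, with a median of 0.707 against 0.289 on the diet. After the libraries were thinned to equal depth the share was 84.0%, and among the 2143 genes with at least 50 counts in every larva it was 93.6%, so library depth does not account for it. With each sugar maple-fed larva left out in turn the lowest share was 80.1%, so the larger spread does not rest on 1 larva. Depth and a single larva do not account for the spread, but differences between library preparations within the groups could not be tested, so that a more varied response or age of larvae in trees remains 1 hypothesis beside them.

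Sugar maple replicate 1 lay nearest the diet-fed larvae, with a Spearman correlation across genes of 0.916 with diet replicate 1, against 0.848 to 0.886 for the other sugar maple-fed larvae. Genes are not independent replicates. Mixing with RNA of diet-fed larvae was tested on 17 genes with at least 20 reads in every diet-fed larva and none in the other 3 sugar maple-fed larvae. In replicate 1 their pooled level was 28.0% of that on the diet. If RNA had been mixed in, all 10 genes with an expected count of 5 or more at that level would have had reads, and 1 of them, 10%, had none where 8.23 were expected. That gene goes against mixing at 1 common share, but 1 of 10 genes does not exceed the 10% set as the limit, so mixing is not ruled out by this test, and a state between the 2 foods may produce the same values.

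Genes higher in sugar maple lay next to each other in gene number more often than random placements of as many genes among those tested. There were 210 neighbouring pairs, against 112 expected and at most 152 in 10000 placements (permutation p = 1e-04, the smallest these placements can give). Without the genes of the family lists used here there were 170 pairs, against 95.87 expected (permutation p = 1e-04, again the smallest). For genes higher on the diet there were 244 pairs, against 168 expected. The longest run was 7 genes. Gene number follows position, since 210 of 214 pairs of consecutive numbers in Additional file 2, or 98.1%, share a scaffold. Neither random placement nor the listed genes alone account for the neighbouring. Genes the paper discusses without identifiers, such as glutathione S-transferases and the remaining COesterases, were not removed. Such families therefore remain open as a source of the pairs. Reads shared between neighbouring paralogs were not testable without the sequences, so the pattern cannot be told apart from that explanation, and shared regulation of tandem genes is a hypothesis.

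Across 22 families, 5 were shifted in sugar maple against all other genes by camera: the first COesterase clade (adjusted p = 3.19e-07, median log2 fold change 4.63), GH1 (3.05e-06, 1.63), GH28 (3.05e-06, 2.60), the small heat shock proteins (0.000652, 1.21) and GH5 and GH45 (0.00892, 2.12). All 5 moved upward, and their medians stayed positive with library sizes alone. In 6 of the 8 splits of the larvae that part every same-numbered pair, the real one included, at least as many families passed, and in 1 of them 11 did. In 25 of all 35 splits at least as many passed. The number of shifted families therefore does not tell the food from other divisions of these larvae, which may reflect genes of a family varying together between larvae, as the 0 families left with an inter-gene correlation estimated per family are consistent with.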
